# NUDT21 lactylation reprograms alternative polyadenylation to promote cuproptosis resistance

**DOI:** 10.1038/s41421-025-00804-1

**Published:** 2025-05-28

**Authors:** Jinlong Lin, Yixin Yin, Jinghua Cao, Yiyang Zhang, Jiewei Chen, Rixin Chen, Bingxu Zou, Cijun Huang, Yongrui Lv, Shuidan Xu, Han Yang, Peng Lin, Dan Xie

**Keywords:** Post-translational modifications, Cancer genomics, Transcription, Cell death

## Abstract

Alternative polyadenylation (APA) is critical for shaping transcriptome diversity and modulating cancer therapeutic resistance. While lactate is a well-established metabolic signal in cancer progression, its role in APA regulation remains unclear. Here, we demonstrate that l-lactate-induced lactylation of NUDT21 drives transcriptomic reprogramming through APA modulation. NUDT21 lactylation enhances its interaction with CPSF6, facilitating CFIm complex formation and inducing 3′ untranslated region (UTR) lengthening of *FDX1*. Extension of the *FDX1* 3′ UTR attenuates its protein output, thereby conferring resistance to cuproptosis in esophageal squamous cell carcinoma (ESCC). Furthermore, we identify AARS1 as the lactylation “writer” catalyzing NUDT21 K23 lactylation, and HDAC2 as its enzymatic “eraser”. Clinically, elevated levels of both LDHA and NUDT21, as well as increased K23-lactylated NUDT21, are associated with reduced FDX1 expression and worse prognosis in ESCC patients. Notably, combined targeting of the lactate-NUDT21-FDX1-cuproptosis axis with the clinical LDHA inhibitor stiripentol and the copper ionophore elesclomol synergistically suppressed tumor growth. Collectively, our work identifies lactylated NUDT21 as a critical factor linking cellular metabolism to APA and proposes a promising therapeutic strategy for ESCC treatment.

## Introduction

Alternative polyadenylation (APA) is a pervasive mechanism that generates mRNA isoforms with varying 3′ untranslated region (UTR) lengths by directing the usage of polyadenylation sites (PASs)^1,2^. It is estimated that over 70% of mammalian genes harbor multiple PASs within their 3′ UTRs^2^. The selection of a specific PAS is orchestrated by the 3′ end processing machinery, including the cleavage and polyadenylation specificity factors (CPSFs), the cleavage stimulation factors (CstFs), and the mammalian cleavage factors I and II (CFIm and CFIIm)^1^. Dysregulation of APA leads to shifts in PAS usage, which has been implicated in various human diseases, particularly cancer^3–5^. The preponderant view is that transcripts with different 3′ UTR lengths influence protein abundance by altering RNA stability, translation efficiency, or competing-endogenous RNA crosstalk^6–8^. For example, APA-mediated changes in the levels of oncogenes and tumor suppressors such as *PTEN*, *MYC*, and *CCND1* have been reported in diverse cancer types^8–10^. Despite its significance, the mechanisms underlying APA reprogramming remain poorly understood.

The Warburg effect is a cancer hallmark characterized by aerobic glycolysis^11^. Besides providing energy within the nutrient-deprived microenvironment, accelerated glycolysis produces substantial amounts of lactate, thereby promoting tumorigenesis and resistance to radiation and chemotherapy^12,13^. Recently, protein lactylation, a post-translational modification (PTM) derived from lactate, has emerged as a critical signaling in cancer biology^14^. Lactylation of proteins such as MRE11 and NBS1 facilitates DNA damage repair^13,15^, while lactylated cGAS and PD-L1 have been linked to tumor immune evasion^16,17^. However, it remains unclear whether intracellular lactate modulates APA.

Copper, an essential trace element, plays pivotal roles in redox biology, enzymatic reactions, and immune regulation^18^. However, dysregulated copper levels can be deleterious, driving a novel form of programmed cell death termed cuproptosis^19^. Cuproptosis is triggered by the direct binding of copper to mitochondrial lipoylated proteins, leading to proteotoxic stress and cell death^19^. Among the regulators of cuproptosis, ferredoxin 1 (FDX1) is essential for reducing Cu^2+^ to its more toxic form Cu^1+^ and inducing protein lipoylation^19,20^. Given that elevated serum copper levels are observed in multiple cancers, including esophageal squamous cell carcinoma (ESCC)^21^, gastric cancer^22^, and colorectal cancer^23^, elucidating the mechanisms through which tumor cells evade cuproptosis may offer a promising avenue for cancer therapy.

In this study, we uncovered a previously unrecognized mechanism linking intracellular lactate to APA regulation in ESCC. Through RNA-seq and PAS-seq analyses, we demonstrated that l-lactate induces global 3′ UTR lengthening. We identified that Nudix hydrolase 21 (NUDT21), a core component of the 3′ end processing machinery, is lactylated at K23 through the opposing activities of AARS1 and HDAC2. NUDT21-K23 lactylation enhances its interaction with CPSF6, leading to 3′ UTR lengthening of *FDX1* and cuproptosis resistance. Importantly, our results revealed that targeting the lactate-NUDT21-FDX1-cuproptosis axis with a combination of the copper ionophore elesclomol and the FDA-approved LDHA inhibitor stiripentol exerted a synergistic antitumor effect in ESCC. These findings establish a critical link between lactate-driven protein lactylation, APA regulation, and resistance to cuproptosis, offering a compelling therapeutic strategy for ESCC.

## Results

### l-lactate drives APA reprogramming in ESCC

Lactate is a well-established modulator of diverse biological processes; however, its role in APA remains largely unexplored. Intriguingly, we found that ESCC patients with elevated expression of *LDHA*, the major enzyme responsible for lactate production^13,24^, exhibited preferential usage of distal PAS (dPAS) (Fig. 1a). 

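KYSE30 and TE-1 are established human ESCC cell lines. PAS-seq, which sequences the 3′ ends of polyadenylated RNA and so marks where each transcript was cleaved, was done on 4 libraries: for each line, 1 library of cells given 20 mM l-lactate for 24 h and 1 library of control cells. The labels of the 2 control samples name other lines of the same series, whereas their titles and the paper give KYSE30 and TE-1, which are used here. With 1 library per condition in each line, no spread between replicates can be given and no test across replicates was run.

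According to the paper's methods, trimmed reads were aligned to GRCh38 with HISAT2, poly(A) sites were called with CAGEr, and nearby sites were joined into PAS clusters (PACs). The deposited values are the TPM of each PAC (its tags scaled to the total of the library) and of its dominant site, the site with the most tags, with the lower and upper quantile positions of the tags. Within the rounding of the listed values, every TPM was a whole multiple of a single value per library, which gives the depth. It was 7174991 tags with l-lactate and 7425554 in the control for KYSE30, and 8468958 with l-lactate and 10393799 in the control for TE-1. The listed PACs hold 92.8%, 92.5%, 92.8% and 93.1% of these tags, in the same order. The libraries list 15048, 15041, 14885 and 14810 PACs, of 17627 PACs in all, and 12344 of them are listed in all 4 libraries. A PAC not listed in a library was taken as 0 in the sums of TPM over the PACs of a gene, and PACs were compared within the PAC only where both libraries listed them.

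Across PACs, which are not independent replicates, TPM had a Spearman's rho of 0.980 between the l-lactate and control libraries of each line and between 0.805 and 0.814 between libraries of different lines. Wilson 95% confidence intervals are given on shares of tags or PACs. On shares of tags they show counting error. On shares of PACs they treat the PACs as independent draws and do not measure error in counting tags. They cover neither biological variation nor amplification. An error from the spread of the l-lactate effect between the lines was not computed. A shift was taken as the position of the dominant site with l-lactate minus that in the control, along the direction of transcription, in PACs with TPM above 5 in both libraries. It was counted when it was longer than 24 nt, the distance within which the paper joins sites. The paper's shifting score and its Kolmogorov-Smirnov test need the tags at each site and were not repeated here.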

To investigate transcripts affected by lactate systematically, we performed PAS-seq analysis on ESCC cells treated with l-lactate, the predominant form of lactate in tumors^25,26^. PAS-seq analysis revealed that PAS sequences primarily mapped to the canonical AAUAAA motif, with clusters enriched in 3′ UTR regions (Supplementary Fig. S1a–d). 

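In the files, 67.5% of PACs with TPM above 1 in KYSE30 cells given l-lactate had AAUAAA within the 50 nt upstream of the dominant site (10155 of 15046 PACs, 95% confidence interval 66.7% to 68.2%). The share was 67.4% in the KYSE30 control, 66.6% in TE-1 cells given l-lactate and 66.8% in the TE-1 control. At random positions of the same 3′ UTRs the share lay between 4.69% and 5.26% over the 4 libraries. AAUAAA was the most frequent of all hexamers in this window in each library, and its end lay a median of 16 nt upstream of the dominant site. Counting AUUAAA as well moved the share most, to between 83.3% and 84.1%.

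Placed by its dominant site on GENCODE annotation of the same genome build, 80.7% of PACs in KYSE30 cells given l-lactate lay in a 3′ UTR (95% confidence interval 80.0% to 81.3%), against 80.4% in the KYSE30 control, 80.9% in TE-1 cells given l-lactate and 81.0% in the TE-1 control. These PACs held between 92.4% and 92.6% of the listed TPM. Introns held between 4.89% and 5.27% of PACs and intergenic regions between 6.42% and 7.12%. Both measures differed between l-lactate and control by less than their confidence intervals. With a minimum TPM of 5, the 3′ UTR share was between 86.5% and 86.8%. A-rich genomic sequence followed 1.48% of dominant sites in TE-1 cells given l-lactate and 1.41% in the TE-1 control.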

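In KYSE30 cells, 10849 PACs had TPM above 5 in both libraries, and the dominant site was at the same position in 10303 of them. Only 3040 of the 10849 spanned more than 24 nt, and narrower PACs could not show a counted shift. The dominant site moved by more than 24 nt in 155 PACs, downstream with l-lactate in 87 and upstream in 68. The downstream share was 56.1% (95% confidence interval 48.3% to 63.7%). In TE-1 cells, 3031 of 10769 PACs spanned more than 24 nt. Of the 10769, 134 shifted, 79 downstream and 55 upstream, a downstream share of 59.0% (50.5% to 66.9%). The interval includes an even split in KYSE30 cells and lies just above it in TE-1 cells. These calls depend on the setting: the interval lay above an even split in KYSE30 cells with the lower quantile (50.7% to 68.0%), upper quantile (54.4% to 70.0%) or midpoint (55.2% to 67.9%) position in place of the dominant site, and included it in TE-1 cells past 100 nt (48.3% to 67.7%), with shifts of any length (49.3% to 58.1%), with the lower quantile position (48.3% to 64.8%) and with 3′ UTR PACs only (49.7% to 66.9%). The median downstream shift was 192 nt in KYSE30 cells and 188 nt in TE-1 cells. Counting shifts of any length moved the counts most, to 289 downstream and 257 upstream in KYSE30 cells and 261 and 225 in TE-1 cells.

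In the shifted PACs the dominant site held a median of 38.8% of the tags in both KYSE30 libraries. The 2 dominant sites of a shifted PAC are different sites, and the tags at the other site are not listed. From the dominant shares alone, only a lower bound on the change in usage is therefore known. Counting error aside, the site with the larger dominant share changed by at least the difference of the 2 dominant shares. The median of this bound was 3.36 percentage points in KYSE30 cells and 3.98 in TE-1 cells. It was over 10 percentage points in 20 of the 155 shifted PACs in KYSE30 cells and 24 of the 134 in TE-1 cells. Between the control libraries of the 2 lines, 191 of 9271 PACs shifted by more than 24 nt (2.06%). The share was 1.43% between l-lactate and control in KYSE30 cells and 1.24% in TE-1 cells. These shares count all PACs compared, including those too narrow to shift so far. Of the 191, 75 lay further downstream in TE-1 cells and 116 further upstream. Between the l-lactate libraries of the lines, these counts were 77 and 108. An uneven split thus also arose between libraries given the same treatment, though of different lines. Of the 8909 PACs that could be compared in both lines, 21 shifted by more than 24 nt in both: 11 downstream in both, 4 upstream in both and 6 in opposite directions. From the excess of lengthening over shortening among the events it called, the paper states that l-lactate leads to more lengthening of 3′ UTRs (Fig. 1b).

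**Figure D1:**
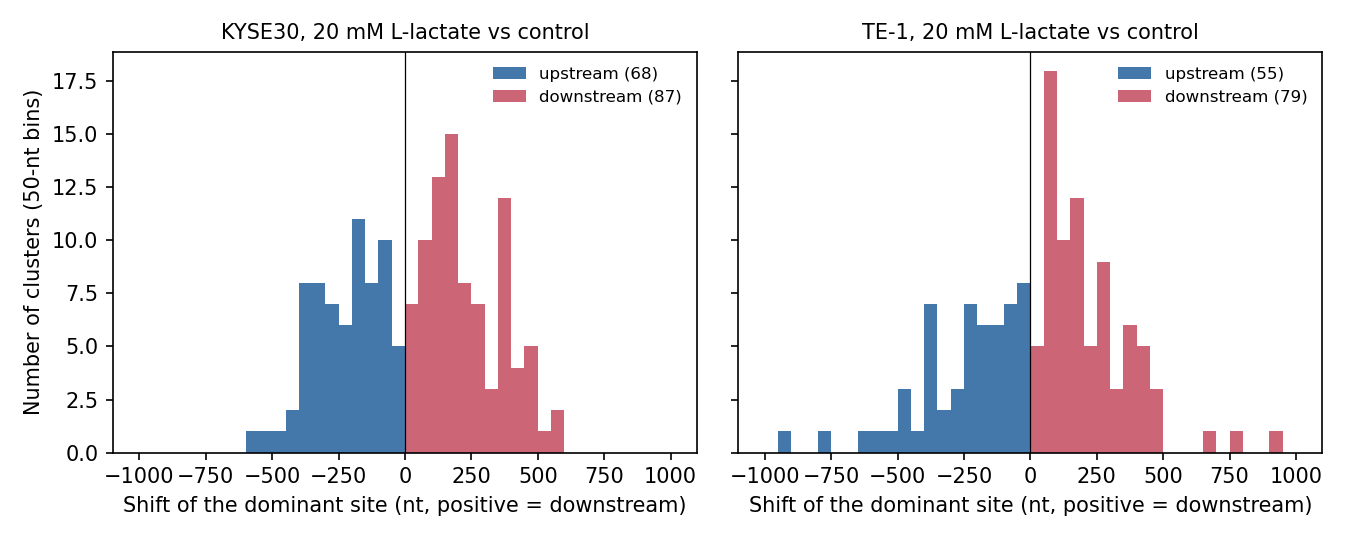
Shifts of the dominant site longer than 24 nt in KYSE30 (left) and TE-1 (right) cells, with the shift in nt on the horizontal axis and the number of PACs in each bin on the vertical axis. Downstream shifts (red) number 87 and 79, upstream shifts (blue) 68 and 55.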

Consistently, l-lactate treatment resulted in more 3′ UTR lengthening events, with 24 out of 34 (70.6%) APA events in KYSE30 cells and 32 out of 47 (68.1%) in TE-1 cells (Fig. 1b). 

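FDX1 lies on chromosome 11 of GRCh38, plus strand, and its 3′ UTR runs from 110462466 to 110464884 in exon 4 of transcript FDX1-201. The files list 1 PAC for it, from 110462560 to 110463256. In KYSE30 cells its dominant site was 110462697 in the control (48 of 219 tags, 21.9%, 95% confidence interval 16.9% to 27.9%) and 110463249 with l-lactate (56 of 270 tags, 20.7%, 16.3% to 26.0%), 552 nt downstream. In TE-1 cells it was 110462565 in the control (79 of 382 tags, 20.7%, 16.9% to 25.0%) and 110463256 with l-lactate (80 of 337 tags, 23.7%, 19.5% to 28.6%), 691 nt downstream. The upper quantile position was 110463256 in all 4 libraries, so tags ended at this downstream site in both controls as well. The lower quantile position moved from 110462565 to 110462697 in KYSE30 cells and stayed at 110462565 in TE-1 cells. The share of tags at a site that is not dominant is not listed. The dominant shares of the 2 libraries differed by 1.18 percentage points in KYSE30 cells and 3.06 percentage points in TE-1 cells, with overlapping intervals, so these shares alone do not set the size of a change in site usage.

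In PAWR, on chromosome 12, the dominant site of 1 of its PACs moved 180 nt downstream in KYSE30 cells and 349 nt in TE-1 cells. The lines moved between different sites: 79592146 was dominant in the KYSE30 control and with l-lactate in TE-1 cells. In FAM98B, on chromosome 15, the shift was 224 nt in both lines. Its dominant shares were 36.5% with l-lactate and 45.3% in the control in KYSE30 cells. In TE-1 cells they were 38.9% and 38.1%, which alone do not set the size of a change. In BTF3L4, on chromosome 1, the shifted PACs differed between the lines: 120 nt downstream in a distal PAC in KYSE30 cells, which was not listed in the TE-1 control, and 252 nt downstream in a proximal PAC in TE-1 cells. Another BTF3L4 PAC moved 27 nt upstream in TE-1 cells.

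**Figure D2:**
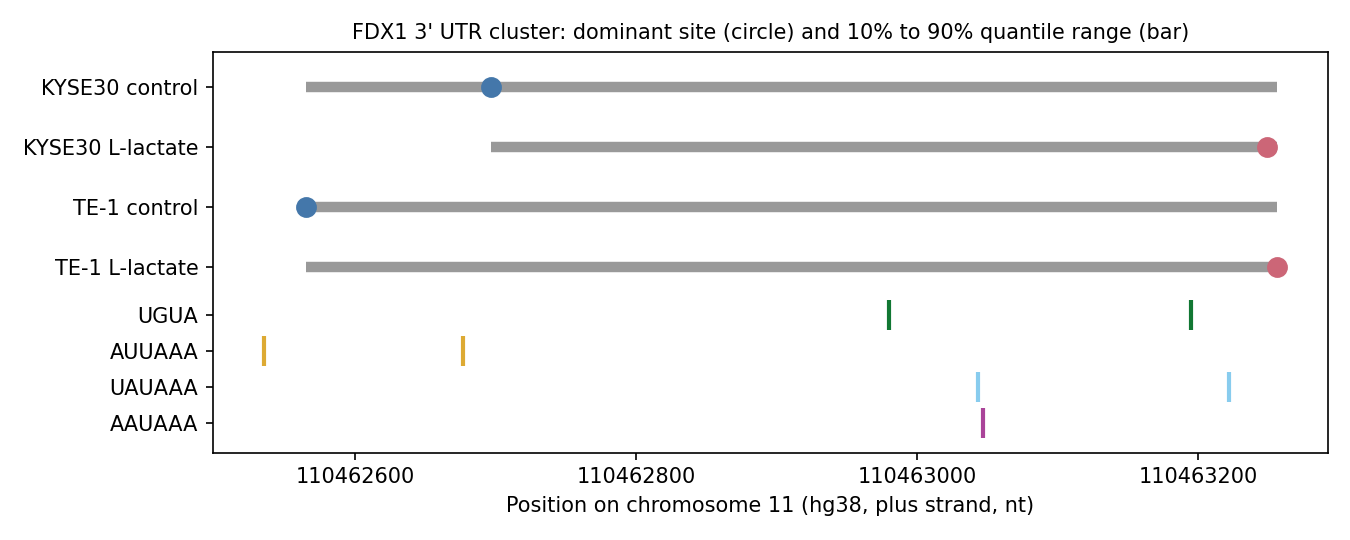
Map of the FDX1 PAC on chromosome 11, with the genomic position in nt on the horizontal axis and 1 line for each library. Circles mark the dominant site with l-lactate (red) or in the control (blue), grey bars run from the lower to the upper quantile position, and ticks mark sequence motifs. With l-lactate the dominant site lies at 110463249 in KYSE30 cells and 110463256 in TE-1 cells, at the downstream end of the PAC.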

Among the genes with 3′ UTR lengthening, *FDX1*, *PAWR*, *BTF3L4*, and *FAM98B* were identified in both cell lines (Fig. 1c, d; Supplementary Fig. S1e). Further RT-qPCR analysis using isoform-specific primers confirmed these results (Fig. 1e; Supplementary Fig. S1f–h).

**Fig. 1:**
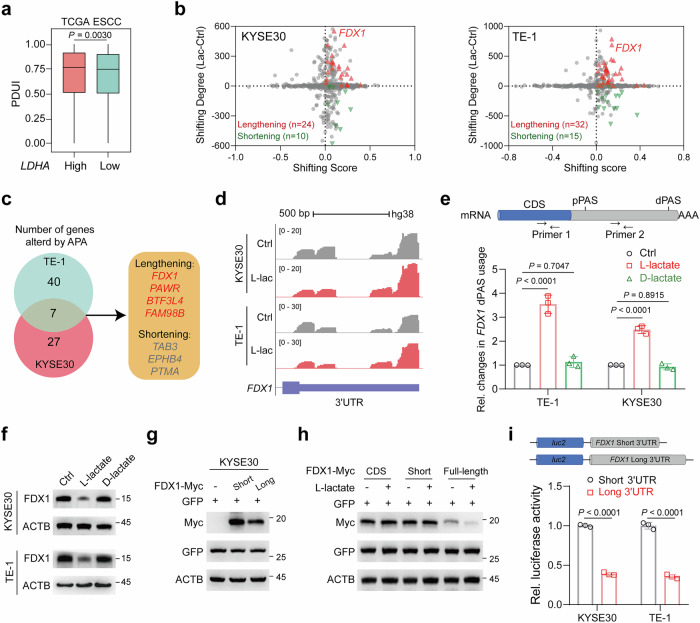
Lactylation plays a key role in APA regulation. **a** Analysis of the percentage of distal poly(A) site usage index (PDUI) in the TCGA ESCC cohort (*n* = 95). **b** Scatter plot depicting genes with lengthened (red) or shortened (green) 3′ UTRs in ESCC cells treated with l-lactate (20 mM) for 24 h. **c** Overlap of genes exhibiting 3′ UTR lengthening (*FDX1*, *PAWR*, *BTF3L4*, and *FAM98B*) in KYSE30 and TE-1 cells treated with l-lactate (20 mM) for 24 h. **d** PAS-seq density plots for *FDX1*, showing 3′ UTR lengthening in response to l-lactate. **e** Top: schematic of the pPAS and dPAS within *FDX1*, along with two primer sets designed for targeting the CDS and the distal region. Bottom: RT-qPCR analysis of *FDX1* dPAS usage in ESCC cells treated with l-lactate (20 mM) or d-lactate (20 mM) for 24 h. **f** Immunoblot analysis of FDX1 protein levels in ESCC cells following treatment with l-lactate (20 mM) or d-lactate (20 mM). **g**, **h** Immunoblot analysis of FDX1 and GFP protein levels in KYSE30 cells transfected with the indicated plasmids. **i** Top: schematic of the *FDX1* 3′ UTR luciferase reporter plasmids. Bottom: quantification of Firefly luciferase activity for *FDX1* long and short 3′ UTR constructs, normalized to *Renilla* luciferase activity. Data are presented as mean ± SD; *P* value was calculated by Mann–Whitney U test (**a**) and Student’s *t-*test (**e**, **i**).

Given that alternative PAS usage influences protein abundance^8,27^, we next examined the protein levels of these candidate genes. Among them, only FDX1 exhibited reduced protein levels upon l-lactate treatment (Fig. 1f; Supplementary Fig. S2a). This decline was accompanied by decreased *FDX1* mRNA expression (Supplementary Fig. S2b), and neither autophagy nor proteasome inhibition restored FDX1 protein levels (Supplementary Fig. S2c–e), indicating that l-lactate destabilizes *FDX1* mRNA. To determine whether this reduction was driven by dPAS selection, we constructed two *FDX1* vectors encoding either the short or long 3′ UTR. Notably, the vector containing the long *FDX1* 3′ UTR incorporated a mutated proximal PAS (pPAS) to enforce exclusive dPAS usage. As shown in Fig. 1g and Supplementary Fig. S2f, dPAS usage significantly attenuated FDX1 protein output. Moreover, only isoforms harboring the full-length 3′ UTR responded to l-lactate, whereas those containing only the coding sequence (CDS) region or a short 3′ UTR remained unaffected (Fig. 1h; Supplementary Fig. S2g). Consistently, dual-luciferase reporter assays indicated that the long 3′ UTR of *FDX1* reduced luciferase activity (Fig. 1i), further confirming that l-lactate-mediated APA reprogramming decreases FDX1 protein levels in ESCC.

Lactate exists as two enantiomers, l-lactate and d-lactate, with mammalian LDHA demonstrating stereoselectivity for l-lactate^28^. To assess whether d-lactate exerts similar effects on *FDX1*, we treated ESCC cells with d-lactate. Unlike l-lactate, d-lactate failed to regulate the 3′ UTR length of *FDX1* or its protein abundance (Fig. 1e, f), suggesting that the regulation of *FDX1* by lactate is specific to l-lactate.

### l-lactate promotes NUDT21 lactylation

Protein lactylation, a modification driven by l-lactate, is increasingly recognized as a pivotal post-translational signal regulating diverse biological processes^29^. To investigate whether l-lactate mediates APA through lactylation, we integrated lactylomic datasets from multiple studies and identified several core components of the 3′ end processing machinery as potential lactylation targets^29–31^ (Supplementary Fig. S3a). Among these, NUDT21 (also known as CFIm25) exhibited significant lactylation (Fig. 2a). Furthermore, l-lactate treatment induced a concentration-dependent increase of lactylated NUDT21 (Fig. 2b), whereas inhibition of LDHA by oxamate markedly attenuated NUDT21 lactylation (Fig. 2c).

**Fig. 2:**
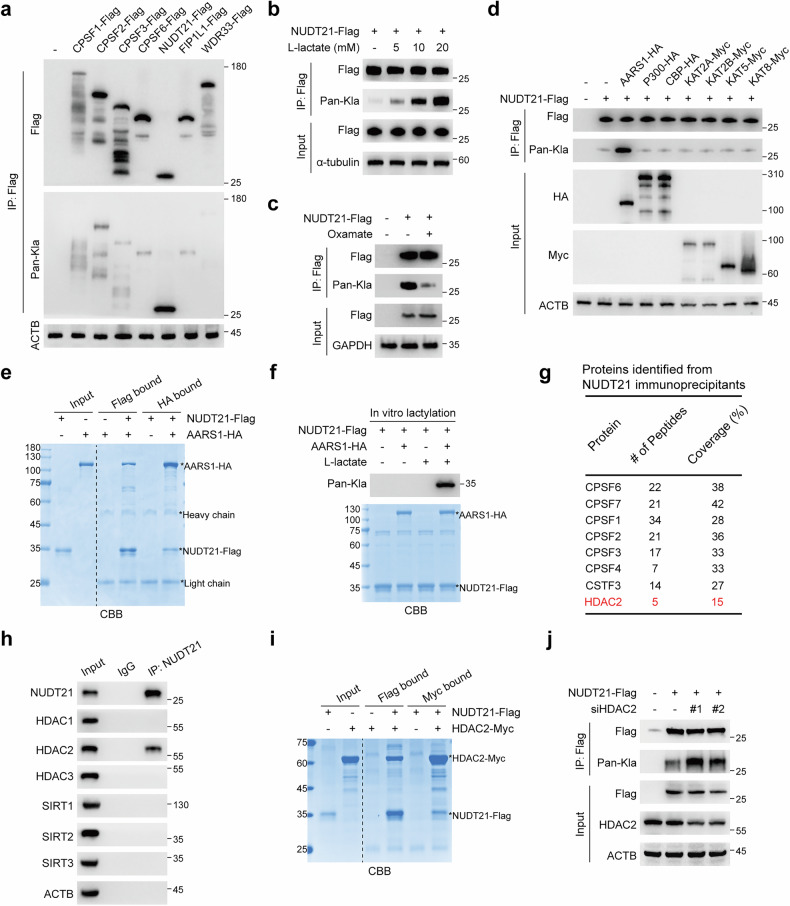
AARS1 and HDAC2 mediate NUDT21 lactylation. **a** Immunoblot analysis of lactylation levels in core proteins involved in 3′ UTR processing. **b** Immunoblot analysis of NUDT21 lactylation levels in KYSE30 cells treated with increasing concentrations of l-lactate. **c** Immunoblot analysis of NUDT21 lactylation levels in KYSE30 cells treated with oxamate (20 mM). **d** Screening for the enzyme(s) responsible for NUDT21 lactylation. **e** In vitro reciprocal pull-down assays confirming the direct interaction between NUDT21 and AARS1, visualized by Coomassie Brilliant Blue (CBB) staining. **f** In vitro lactylation assay detecting the lactylation of NUDT21 catalyzed by AARS1. CBB staining shows purified NUDT21-Flag and AARS1-HA proteins used in the assay. **g** Table summarizing key proteins identified by mass spectrometry analysis, with the protein of interest highlighted in red font. **h**, **i** The interaction between NUDT21 and HDAC2 was detected by Co-IP in 293 T cells (**h**) and in vitro reciprocal pull-down assays (**i**). **j** Immunoblot analysis of NUDT21 lactylation levels in KYSE30 cells transfected with siRNAs specific for HDAC2.

Next, we sought to identify the potential “writer” responsible for NUDT21 lactylation. Among several known lactyltransferases, AARS1 was uniquely capable of enhancing NUDT21 lactylation (Fig. 2d). Direct interaction between AARS1 and NUDT21 was validated by co-immunoprecipitation (Co-IP) and pull-down assays (Fig. 2e; Supplementary Fig. S3b). In vitro lactylation assays further confirmed AARS1 as the enzyme responsible for catalyzing NUDT21 lactylation (Fig. 2f). To delineate the regulatory nexus of NUDT21 lactylation, we performed LC-MS/MS analysis following NUDT21 immunoprecipitation to identify potential delactylases. In addition to other subunits of the 3′ end processing machinery, we identified HDAC2, a member of the class I histone deacetylases (HDAC1–3) implicated in lysine delactylation^32^, as a novel binding partner of NUDT21 (Fig. 2g). The interaction between NUDT21 and HDAC2, but not other known delactylases, was substantiated by Co-IP and reciprocal pull-down assays (Fig. 2h, i; Supplementary Fig. S3c, d). Additionally, knockdown of HDAC2 significantly increased NUDT21 lactylation levels (Fig. 2j). Collectively, these findings establish that l-lactate drives NUDT21 lactylation through the coordinated actions of AARS1 and HDAC2.

### NUDT21 K23 lactylation promotes dPAS usage of *FDX1*

Previous studies have indicated that several components of the 3′ end processing machinery can undergo lactylation, with residues K23 and K56 identified as potential lactylation sites on NUDT21^29–31^ (Fig. 3a; Supplementary Fig. S4a–f). Through site-directed mutants, we found that K23 serves as the primary lactylation site (Fig. 3b). Consistently, AARS1 failed to enhance lactylation of the NUDT21 K23R mutant (Fig. 3c). Using a custom antibody against K23-lactylated NUDT21 further confirmed K23 lactylation following l-lactate treatment or AARS1 overexpression (Fig. 3c; Supplementary Fig. S4g, h). Supporting this conclusion, recent proteomic profiling has identified NUDT21 as a direct target of AARS1-mediated lactylation, with K23 exhibiting the highest lactylation levels among 3′ end processing subunits^33^ (Fig. 3d; Supplementary Fig. S4i). These results establish K23 as the principal site of AARS1-dependent NUDT21 lactylation.

**Fig. 3:**
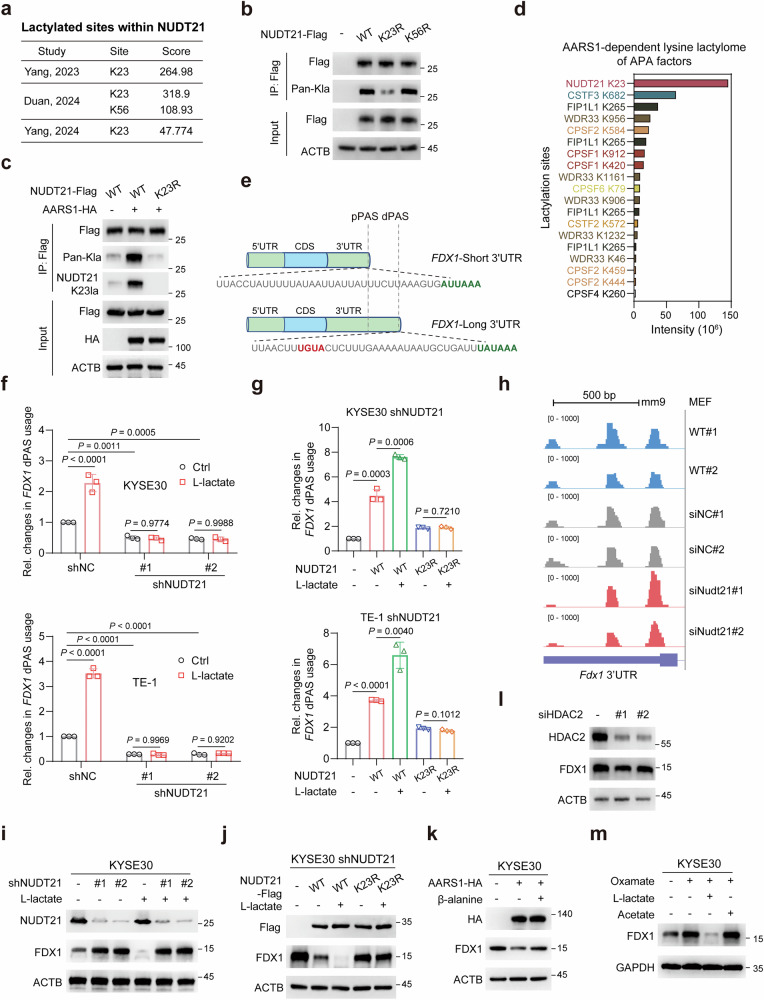
NUDT21 K23 lactylation promotes 3′ UTR lengthening of *FDX1.* **a** Table summarizing the lactylation sites of NUDT21 identified through three independent studies. **b** Immunoblot analysis of NUDT21 lactylation levels in KYSE30 cells transfected with the indicated NUDT21 mutant plasmids. **c** Immunoblot analysis of AARS1-induced NUDT21 lactylation in 293T cells transfected with either WT NUDT21 or K23R mutant. **d** In vitro AARS1-dependent lysine lactylation of APA factors identified from 293T cell lysates, incubated with AARS1, l-lactate, and ATP. **e** Schematic illustrating the PAS (green font) and the NUDT21-binding motif (red font) within *FDX1*. **f** RT-qPCR analysis of *FDX1* dPAS usage in NUDT21-knockdown ESCC cells treated with l-lactate (20 mM) for 24 h. **g** RT-qPCR analysis of *FDX1* dPAS usage in NUDT21-knockdown ESCC cells transfected with WT NUDT21 or K23R mutant, with or without l-lactate (20 mM) stimulation for 24 h. **h** PAS-seq density plots for *Fdx1*, showing 3′ UTR shortening in response to NUDT21 knockdown in the GSE99922 dataset. **i** Immunoblot analysis of FDX1 protein levels following NUDT21 knockdown in KYSE30 cells, with or without l-lactate (20 mM) stimulation for 24 h. **j** Immunoblot analysis of FDX1 protein levels in NUDT21-knockdown KYSE30 cells transfected with WT NUDT21 or K23R mutant, with or without l-lactate (20 mM) stimulation for 24 h. **k** Immunoblot analysis of FDX1 protein levels in KYSE30 cells transfected with AARS1-HA, with or without β-alanine (100 mM) stimulation for 24 h. **l** Immunoblot analysis of FDX1 protein levels in KYSE30 cells transfected with siRNAs specific for HDAC2. **m** Immunoblot analysis of FDX1 protein levels in KYSE30 cells treated with oxamate (20 mM), l-lactate (20 mM), or acetate (10 mM) for 24 h. Data are presented as mean ± SD; *P* value was calculated by Student’s *t*-test (**f**, **g**).

NUDT21 recognizes the UGUA motif to facilitate downstream PAS selection and 3′ end formation^34^. Sequence analysis of *FDX1* revealed a UGUA motif upstream of the dPAS but not the pPAS, suggesting that NUDT21 preferentially drives dPAS usage in *FDX1* (Fig. 3e). Indeed, NUDT21 depletion led to 3′ UTR shortening of *FDX1* (Fig. 3f), while restoration of NUDT21 shifted PAS usage toward the distal site (Fig. 3g). 

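In the reference genome, the FDX1 PAC holds 2 upstream sites that were dominant in a control library, 110462565 in TE-1 cells and 110462697 in KYSE30 cells, and 2 downstream sites 7 nt apart that were dominant with l-lactate, 110463249 in KYSE30 cells and 110463256 in TE-1 cells. The 60 nt ending at 110463256 read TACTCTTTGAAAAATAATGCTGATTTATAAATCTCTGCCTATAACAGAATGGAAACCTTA as DNA, and those ending at 110462565 read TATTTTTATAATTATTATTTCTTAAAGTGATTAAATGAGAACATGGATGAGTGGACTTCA. A UGUA motif lies at 110463195 to 110463198 and ends 51 nt upstream of 110463249 and 58 nt upstream of 110463256. Neither upstream site has UGUA in the 100 nt before it. A further UGUA lies at 110462980 to 110462983, between the upstream and the downstream sites. The nearest poly(A) signal variants are AUUAAA, which ends 25 nt before 110462565 and 15 nt before 110462697, and UAUAAA, which ends 22 nt before 110463249 and 29 nt before 110463256. AAUAAA occurs once in this stretch, at 110463047 to 110463052, and in the 100 nt before none of the 4 sites.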

Importantly, l-lactate failed to induce dPAS usage in the absence of NUDT21 (Fig. 3f), indicating a NUDT21-dependent mechanism. Furthermore, l-lactate enhanced the ability of wild-type (WT) NUDT21 to promote *FDX1* dPAS usage, while this effect was abolished in cells expressing the NUDT21 K23R mutant (Fig. 3g). Consistently, PAS-seq conducted in mouse embryonic fibroblasts (MEFs) revealed significant 3′ UTR shortening of *Fdx1* upon NUDT21 ablation^35^ (Fig. 3h; Supplementary Fig. S4j). These findings collectively demonstrate that l-lactate increases the dPAS isoform of *FDX1* via NUDT21 K23 lactylation.

Given the functional significance of APA in regulating FDX1 protein output, we next examined the impact of NUDT21 on FDX1 protein levels. As expected, NUDT21 depletion elevated FDX1 protein levels, even in the presence of l-lactate (Fig. 3i; Supplementary Fig. S5a, b). Conversely, in NUDT21 WT cells, l-lactate further reduced FDX1 protein levels, an effect that was abolished in NUDT21 K23R cells (Fig. 3j; Supplementary Fig. S5c, d), underscoring the critical role of K23 lactylation in this regulation. Similarly, AARS1 mitigated FDX1 protein levels, while inhibiting AARS1 lactyltransferase activity with β-alanine, which competes with lactate for binding to AARS1^33^, reversed this effect (Fig. 3k). Moreover, HDAC2 depletion led to a reduction in FDX1 protein levels (Fig. 3l), whereas AARS1 knockdown or HDAC2 overexpression yielded opposing effects (Supplementary Fig. S5e, f). Notably, these regulatory effects were lost upon NUDT21 depletion or K23R mutation (Supplementary Fig. S5g, h). Taken together, these results suggest that NUDT21 K23 lactylation enhances its regulation of FDX1.

It has been reported that NUDT21 K23 is also subjected to acetylation, which impairs its interaction with poly(A) polymerase (PAP)^36^. To investigate whether NUDT21 acetylation directly influences *FDX1* APA, we pre-treated cells with oxamate to suppress endogenous lactate production, leading to increased FDX1 protein levels. As shown in Fig. 3m and Supplementary Fig. S5i, l-lactate diminished FDX1 levels, while acetate, a precursor for acetylation^37^, had minimal impact. These results suggest that NUDT21 lactylation, rather than acetylation, serves as the primary regulatory mechanism for FDX1.

### Lactylation of NUDT21 facilitates CFIm complex formation

The interaction between NUDT21 and CPSF6, which forms the CFIm complex, represents a critical early event in APA, facilitating the recruitment and assembly of the 3′ end processing machinery^2,38,39^. Therefore, we investigated whether NUDT21 lactylation modulates CFIm complex formation. Co-IP assays revealed that l-lactate markedly enhanced the interaction between NUDT21 and CPSF6 (Fig. 4a), whereas oxamate impaired this interaction (Fig. 4b). Similarly, AARS1 overexpression or HDAC2 knockdown significantly promoted the NUDT21–CPSF6 interaction, while β-alanine treatment, AARS1 depletion, or HDAC2 overexpression had the opposite effect (Fig. 4c, d; Supplementary Fig. S6a). By contrast, acetate treatment, which robustly increased NUDT21 acetylation, had no impact on CFIm complex formation (Fig. 4e). In vitro pull-down assays further confirmed that CPSF6 preferentially interacted with lactylated NUDT21, rather than its acetylated or non-lactylated forms (Fig. 4f). Consistently, the NUDT21 K23R mutant, but not the K56R mutant, exhibited reduced binding affinity for CPSF6 (Fig. 4g), and this effect was not influenced by AARS1 or HDAC2 (Supplementary Fig. S6b). These findings were corroborated by proximity ligation assay (PLA), which visualized in situ NUDT21–CPSF6 interaction as nuclear foci (Fig. 4h). As shown in Fig. 4i, PLA foci increased upon l-lactate treatment but were diminished in response to oxamate. However, no significant changes in PLA foci were observed in NUDT21 K23R cells, regardless of l-lactate or oxamate treatment (Fig. 4j), underscoring the role of K23 lactylation in facilitating the NUDT21–CPSF6 interaction.

**Fig. 4:**
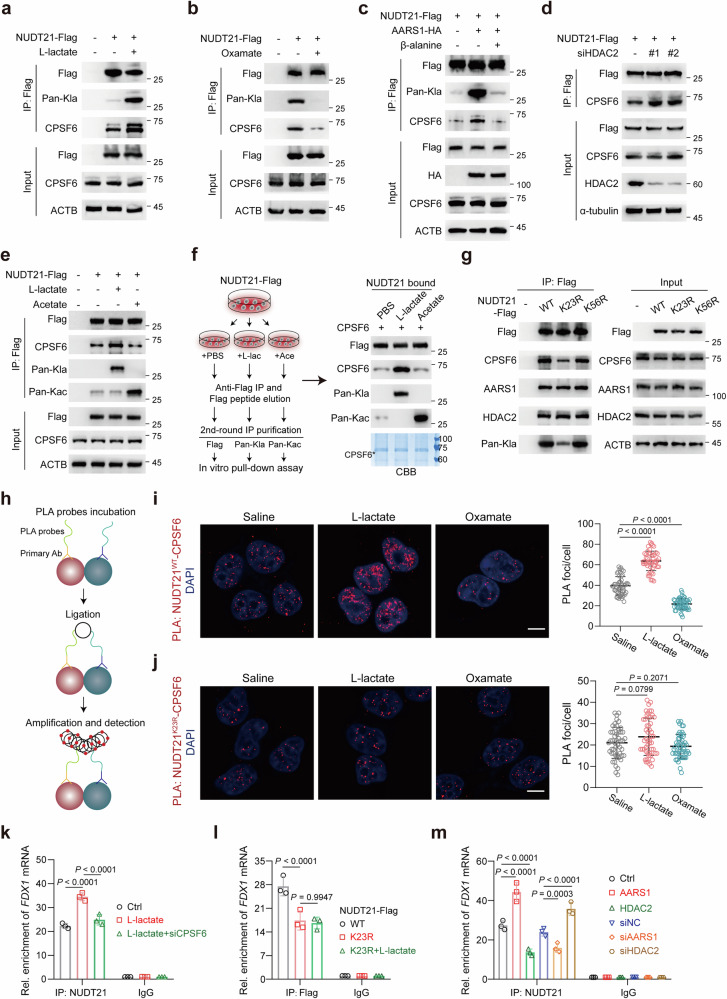
Lactylation of NUDT21 facilitates NUDT21–CPSF6 complex formation. **a**, **b** Immunoblot analysis of the interaction between NUDT21 and CPSF6 in KYSE30 cells treated with 20 mM l-lactate (**a**) or 20 mM oxamate (**b**). **c** Immunoblot analysis of the interaction between NUDT21 and CPSF6 in KYSE30 cells transfected with AARS1-HA, with or without β-alanine (100 mM) stimulation for 24 h. **d** Immunoblot analysis of the interaction between NUDT21 and CPSF6 in KYSE30 cells transfected with siRNA specific for HDAC2. **e** Immunoblot analysis of the interaction between NUDT21 and CPSF6 in KYSE30 cells treated with acetate (10 mM) or l-lactate (20 mM). Cells were pre-treated with oxamate. **f** In vitro pull-down assays detecting the interaction between CPSF6 and NUDT21. Left: schematic of purification. Cells were pre-treated with oxamate before l-lactate or acetate treatment. **g** Immunoblot analysis of the interaction between NUDT21 and its binding partners in KYSE30 cells transfected with the indicated plasmids. **h** Experimental schematic of the PLA assay. **i**, **j** Representative images of PLA foci showing the interaction between NUDT21 and CPSF6 in KYSE30 cells treated with saline, l-lactate (20 mM), or oxamate (20 mM). Scale bars, 5 μm. The right panel is quantification, *n* = 50 cells. **k**–**m** RIP assays assessing the association between NUDT21 and *FDX1* RNA in KYSE30 cells under the indicated conditions. Data are presented as mean ± SD; *P* value was calculated by Student’s *t*-test (**i**–**m**).

The interaction with CPSF6 enhances the RNA-binding ability of NUDT21^38^. We next examined whether NUDT21 lactylation regulates its *FDX1*-binding capacity using RNA immunoprecipitation (RIP)-qPCR. Our results showed that NUDT21 could bind to *FDX1* RNA, and this interaction was enhanced following l-lactate treatment (Fig. 4k), an effect that was abolished in NUDT21 K23R mutant (Fig. 4l). Consistently, AARS1 overexpression or HDAC2 knockdown promoted the NUDT21–*FDX1* interaction, whereas AARS1 depletion or HDAC2 overexpression exerted opposing effect (Fig. 4m). Notably, CPSF6 knockdown abrogated the l-lactate-driven increase in NUDT21–*FDX1* binding (Fig. 4k; Supplementary Fig. S6c), suggesting that lactylation enhances the enrichment of NUDT21 on *FDX1* in a CPSF6-dependent manner.

### Lactylation of NUDT21 confers resistance to cuproptosis by targeting *FDX1*

Given the central role of FDX1 in modulating cuproptosis^18^, we investigated whether lactylated NUDT21 affects cellular sensitivity to copper-induced stress in ESCC. Treatment with copper ionophores elesclomol or disulfiram combined with Cu²⁺ (1:1 ratio) induced significant cell death, while l-lactate conferred resistance (Fig. 5a; Supplementary Fig. S7a–c). By contrast, d-lactate failed to elicit a protective effect (Fig. 5a; Supplementary Fig. S7c). Moreover, ESCC cells exhibited lower IC_50_ values for elesclomol-Cu^2+^ upon oxamate or β-alanine treatment (Fig. 5b; Supplementary Fig. S7d). Similarly, stiripentol, an LDHA inhibitor used clinically for Dravet syndrome^15,40^, sensitized cells to copper-induced cytotoxicity (Fig. 5b; Supplementary Fig. S7d), whereas acetate exerted no effect (Supplementary Fig. S7e). NUDT21 depletion markedly reduced IC_50_ values for elesclomol/disulfiram-Cu²⁺, an effect that l-lactate treatment failed to rescue (Fig. 5c; Supplementary Fig. S8a, b). Furthermore, l-lactate enhanced resistance in NUDT21 WT cells but not in NUDT21 K23R cells (Fig. 5d; Supplementary Fig. S8c, d). Consistently, AARS1 overexpression or HDAC2 depletion restored cell viability under copper-induced stress, whereas AARS1 knockdown or HDAC2 overexpression exacerbated cuproptosis (Fig. 5e; Supplementary Fig. S8e–g). Notably, these effects were observed in NUDT21 WT cells, with no impact on K23R cells (Fig. 5e; Supplementary Fig. S8e–g). Treatment with tetrathiomolybdate (TTM), a cuproptosis inhibitor, effectively suppressed copper-induced cell death in both control and NUDT21-knockdown cells (Fig. 5f; Supplementary Fig. S8h), confirming NUDT21’s role in cuproptosis regulation. Additionally, FDX1 depletion reversed cuproptosis induced by NUDT21 knockdown (Fig. 5g; Supplementary Fig. S9a–c), indicating that lactylated NUDT21 inhibits cuproptosis through FDX1 suppression.

**Fig. 5:**
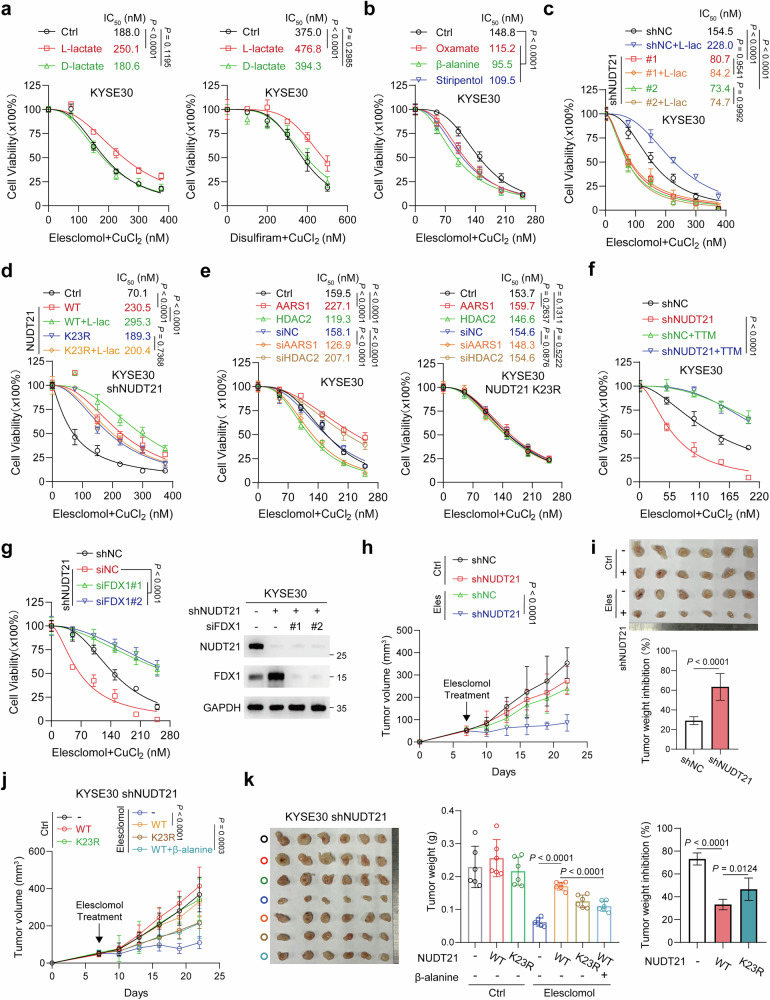
Lactylation of NUDT21 enhances resistance to cuproptosis by targeting *FDX1.* **a**, **b** The cell viability of KYESE30 cells treated with l-lactate, d-lactate (**a**), oxamate, β-alanine, or stiripentol (**b**) in response to elesclomol-Cu^2+^ or disulfiram-Cu^2+^, as measured by CCK8. **c** The cell viability of NUDT21-knockdown KYSE30 cells following treatment with elesclomol-Cu^2+^, with or without l-lactate (20 mM), as measured by CCK8. **d** The cell viability of NUDT21 WT- or K23R-overexpressing KYSE30 cells was measured by CCK8 after treatment with elesclomol-Cu^2+^, with or without l-lactate (20 mM). **e** The cell viability of KYESE30 cells transfected with the indicated plasmids or siRNAs in response to elesclomol-Cu^2+^, as measured by CCK8. **f**, **g** TTM (1 μM) treatment (**f**) or FDX1 depletion (**g**) reversed the growth inhibition induced by NUDT21 knockdown in KYSE30 cells treated with elesclomol-Cu^2+^. **h**, **i** Subcutaneous tumors of nude mice with control or NUDT21-knockdown KYSE30 cells (*n* = 6). Mice were treated with or without elesclomol. Tumor volume (**h**) and weight (**i**) were measured. **j**, **k** Subcutaneous tumors of nude mice with NUDT21 WT- or K23R-overexpressing KYSE30 cells (*n* = 6). Mice were treated with or without elesclomol. Tumor volume (**j**) and weight (**k**) were measured. Data are presented as mean ± SD; *P* value was calculated by two-way ANOVA (**a**–**h**, **j**) and Student’s *t*-test (**i**, **k**).

In subcutaneous xenograft models, elesclomol significantly inhibited tumor growth formed by NUDT21-knockdown KYSE30 cells (Fig. 5h, i; Supplementary Fig. S9d). Notably, the enhanced sensitivity of NUDT21-depleted tumors to elesclomol was abrogated following FDX1 depletion (Supplementary Fig. S9e, f). Restoration of WT NUDT21 markedly enhanced resistance to elesclomol, while co-treatment with β-alanine reduced tumor volumes and weights, comparable to tumors harboring the NUDT21 K23R mutant (Fig. 5j, k). Importantly, copper levels remained unchanged in both NUDT21-knockdown and K23R cells, underscoring the specific role of NUDT21 in modulating cuproptosis sensitivity (Supplementary Fig. S9g). These findings establish NUDT21 lactylation as a critical regulator of cuproptosis resistance in ESCC.

### Lactate-NUDT21-FDX1-cuproptosis axis is a promising target for ESCC treatment

To explore the clinical relevance of lactylated NUDT21 and FDX1, we analyzed the UCSC xena dataset. Transcriptome profiling revealed negative correlations between *FDX1* expression and key molecules associated with NUDT21 lactylation, including *NUDT21*, *LDHA*, and *AARS1* (Supplementary Fig. S10a). By contrast, a positive correlation between *FDX1* and *HDAC2* suggested their functional convergence within the lactate-NUDT21-FDX1-cuproptosis axis (Supplementary Fig. S10b). Consistently, immunohistochemistry (IHC) analysis of tumor sections showed elevated FDX1 levels in NUDT21-knockdown xenografts (Fig. 6a). Restoration of WT NUDT21 significantly reduced FDX1 staining compared to control and NUDT21 K23R groups (Fig. 6b), underscoring the regulatory impact of NUDT21 lactylation on FDX1 expression. Clinically, patients with high *LDHA* and *NUDT21* expressions exhibited substantially lower *FDX1* levels and poorer overall survival compared to other groups (Supplementary Fig. S10c, d). These observations were validated by IHC in a cohort of 251 clinical ESCC cases, where elevated NUDT21 and LDHA levels correlated with reduced FDX1 expression and unfavorable prognosis (Fig. 6c, d; Supplementary Fig. S10e). Notably, NUDT21 K23 lactylation positively correlated with LDHA and inversely with FDX1, and patients with high levels of K23-lactylated NUDT21 exhibited significantly worse survival (Fig. 6e–g), further reinforcing the clinical significance of this regulatory axis.

**Fig. 6:**
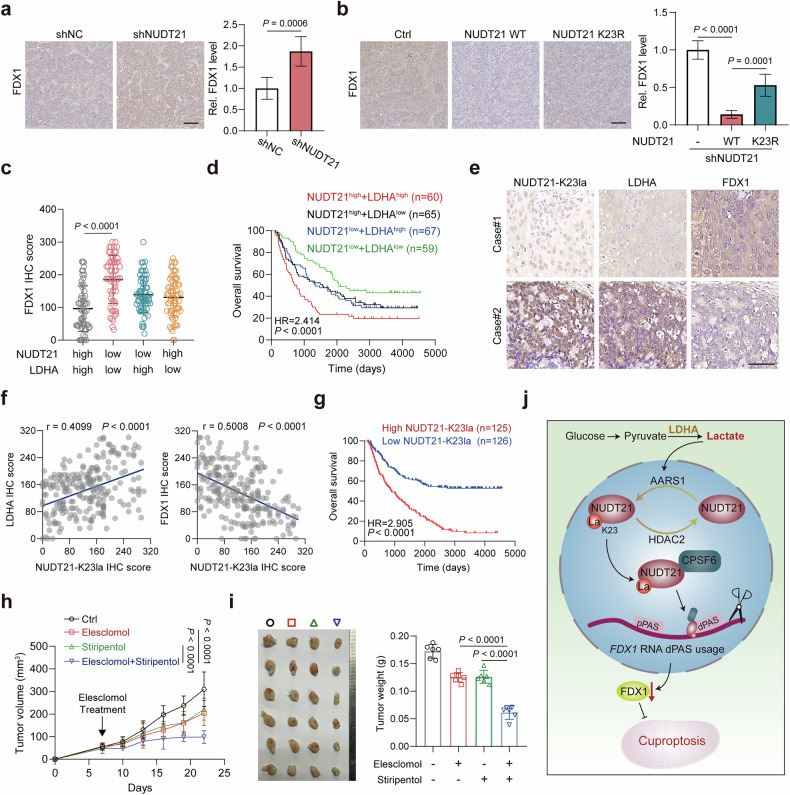
The lactate-NUDT21-FDX1-cuproptosis axis represents a promising therapeutic target for ESCC. **a**, **b** Subcutaneous tumors were subjected to FDX1 staining. Scale bars, 100 μm. Quantitative results of FDX1 staining were presented (*n* = 6). **c** Quantitative results of FDX1 staining in ESCC samples stratified by NUDT21 and LDHA levels (*n* = 60, 65, 67, and 59, respectively). **d** High levels of NUDT21 and LDHA are correlated with the lowest overall survival rate in the ESCC cohort. **e** Representative IHC images of K23-lactylated NUDT21, LDHA, and FDX1 staining in serial ESCC sections. Scale bars, 100 μm. **f** Scatter plots illustrating a positive correlation between LDHA and K23-lactylated NUDT21 levels (left) and a negative correlation between FDX1 and K23-lactylated NUDT21 levels (right) in the ESCC cohort (*n* = 251). **g** Elevated levels of K23-lactylated NUDT21 are associated with reduced overall survival rate in the ESCC cohort (*n* = 251). **h**, **i** Subcutaneous tumors of nude mice with KYSE30 cells (*n* = 6). Mice were treated with saline, elesclomol, stiripentol, or elesclomol + stiripentol. Tumor volume (**h**) and weight (**i**) were measured. **j** Schematic model illustrating the role of the lactate-NUDT21-FDX1-cuproprosis axis in ESCC. Data are presented as mean ± SD; *P* value was calculated by Student’s *t*-test (**a**–**c**, **i**), log-rank test (**d**, **g**), Pearson correlation analysis (**f**), and two-way ANOVA (**h**).

Comprehensive analysis of TCGA datasets also revealed widespread dysregulation of copper homeostasis pathways in ESCC, evidenced by aberrant expression of genes involved in copper uptake, transport, and utilization^18^ (Supplementary Fig. S10f). Additionally, the majority of metallothionein proteins, critical for copper storage and sequestration^18^, were significantly downregulated in ESCC tissues (Supplementary Fig. S10g), indicating a compromised copper buffering capacity. Given the upregulated expressions of *NUDT21* and *LDHA* in ESCC and their association with cuproptosis resistance (Supplementary Fig. S10h), targeting lactylated NUDT21 emerges as a prospective strategy. To explore this potential, we evaluated the combined treatment of elesclomol and stiripentol, which demonstrated pronounced synergistic antitumor effects (Fig. 6h, i). Furthermore, the combination treatment was well-tolerated throughout the therapeutic course (Supplementary Fig. S10i). Collectively, these results reveal an intrinsic vulnerability to cuproptosis in ESCC and identify the lactate-NUDT21-FDX1 axis as a promising target for copper-based cancer therapeutics.

## Discussion

Enhanced glycolysis and consequent lactate accumulation are hallmark features of various cancers^41^. While lactate’s oncogenic properties have been recognized for decades, its molecular mechanisms remain incompletely defined. Lactylation, a recently characterized PTM, was initially implicated in epigenetic regulation via histone modification^14^. Expanding this concept, integrative proteomic analyses have revealed lactylation of non-histone proteins with diverse regulatory functions. For instance, lactylation enhances MRE11’s DNA-binding affinity^13^, while repressing the DNA-binding and liquid–liquid phase separation of p53 and cGAS^16,33^. Moreover, lactate strengthens the YAP–TEAD1 interaction and promotes MRN complex formation through NBS1 lactylation^15,42^. Herein, we identified NUDT21 as a novel lactylation substrate at K23, orchestrated by the opposing activities of AARS1 and HDAC2. Site-specific lactylation of NUDT21 enhances its interaction with CPSF6, thereby strengthening its RNA-binding affinity for *FDX1*. Notably, the NUDT21 K23R mutant retains partial regulatory capacity over *FDX1*, albeit to a lesser extent than WT NUDT21, likely reflecting the basal activity of non-lactylated NUDT21 or the involvement of alternative regulatory mechanisms. Interestingly, while previous reports identified K23 acetylation as crucial for NUDT21’s interaction with PAP^36^, we found that acetylation had a minimal direct impact on CPSF6 binding. However, competitive modifications at K23 may indirectly disrupt the NUDT21–CPSF6 interaction.

d-lactate, a stereoisomer of l-lactate generated through the glyoxalase pathway and LDHD activity, has also been implicated in lactylation processes, termed D-lactylation or lactoylation^25,43,44^. Notably, mitochondrial d-lactate has been linked to ferroptosis resistance in ESCC^45^. In our study, we observed that l-lactate, but not d-lactate, promoted dPAS usage of *FDX1* through NUDT21 lactylation, conferring resistance to cuproptosis in ESCC. These findings align with previous reports suggesting distinct functional roles for L- and d-lactate in cellular signaling^26,28^. However, whether D-lactylation occurs on NUDT21 and its potential regulatory effects remain to be elucidated.

Despite belonging to the Nudix hydrolase family, NUDT21 lacks enzymatic activity due to its α-helix loop motif, which blocks the catalytic site^46^. Instead, its primary function lies in the 3′ end processing of pre-mRNAs, promoting dPAS selection^34,35,47^. In line with this, we demonstrated that l-lactate treatment in ESCC cells shifts PAS usage toward more distal sites, particularly within *FDX1*, and depletion of NUDT21 abolishes the effect of l-lactate on *FDX1* 3′ UTR lengthening. Notably, NUDT21 exhibits the highest lactylation levels among the subunits of the 3′ end processing machinery, suggesting its central role in l-lactate-driven global 3′ UTR remodeling and other potential regulatory effects. Moreover, as other machinery subunits also undergo lactylation, the broader impact of lactate on APA reprogramming and ESCC progression cannot be ruled out.

The role of NUDT21 in cancer remains controversial. While its tumor-suppressive effects have been documented in glioblastoma, cervical, bladder, and hepatocellular carcinomas^35,48–50^, evidence from pancreatic cancer, head and neck squamous cell carcinoma, and gastric cancer supports an oncogenic role^51–53^. However, its biological functions in ESCC remain unexplored. Here, we reveal an oncogenic function of NUDT21 in ESCC mediated through l-lactate-driven PTM. Specifically, lactylation of NUDT21 increases the dPAS isoform of *FDX1*, reducing its protein output and thereby promoting resistance to copper-induced cell death. Clinical analyses further confirmed that patients with elevated K23-lactylated NUDT21 levels have worse prognoses, highlighting the synergistic effect of NUDT21 and lactate in driving ESCC progression.

Cuproptosis, a distinct form of cell death induced by copper overload, differs from other regulated cell death pathways such as apoptosis, pyroptosis, ferroptosis, and necroptosis^19^. While most studies have focused on inducing cuproptosis as a potential treatment strategy for cancer, the mechanisms underlying cancer cell insensitivity to cuproptosis remain poorly understood. In this study, we identified lactylated NUDT21 as a key driver of cuproptosis resistance in ESCC. Mechanistically, lactylation of NUDT21 induces an APA switch that reduces FDX1 levels, a critical protein involved in reducing Cu^2+^ to Cu^1+^ in mitochondria and facilitating excessive protein lipoylation^18,20^. Further analysis using clinical samples and TCGA datasets revealed that tumors with elevated levels of both LDHA and NUDT21, as well as increased K23-lactylated NUDT21, exhibit lower FDX1 levels, substantiating the role of the lactate-NUDT21-FDX1 axis in ESCC. Notably, a phase III clinical trial identified that melanoma patients with lower serum LDH levels showed improved progression-free survival when treated with a combination of elesclomol and paclitaxel^54^. Moreover, unmethylated NUDT21 has been implicated in cuproptosis insensitivity in prostate cancer by promoting copper export and inhibiting docosahexaenoic acid biosynthesis^55^. These findings collectively underscore the critical role of lactate and NUDT21 in mediating cuproptosis resistance. In line with this, our data revealed a strong synergistic effect between the clinically available LDHA inhibitor stiripentol and elesclomol in ESCC. Given the elevated serum copper levels in cancer patients, particularly in ESCC^21^, targeting the lactate-NUDT21-FDX1-cuproptosis axis may represent a promising therapeutic strategy for cancer treatment.

In summary, our findings highlight NUDT21 K23 lactylation as a pivotal modification that links l-lactate metabolism to APA regulation, enhancing dPAS usage in *FDX1* and resistance to cuproptosis (Fig. 6j). Inspiringly, the combination of stiripentol and elesclomol exerts a strong suppressive effect on ESCC, suggesting that targeting NUDT21, AARS1, or LDHA alongside elesclomol may represent a promising therapeutic strategy for ESCC treatment.

## Materials and methods

### Cell culture

All cell lines used in this study were sourced from the American Type Culture Collection (ATCC) and maintained under standardized conditions in a 5% CO_2_ incubator (Thermo Fisher Scientific) at 37 °C with humidified sterile water. The ESCC cell lines KYSE30 (RRID: CVCL_1351) and TE-1 (RRID: CVCL_1759) were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium (C11875500BT, Gibco) supplemented with 10% fetal bovine serum (FBS) (FSP500, ExCell Bio). HEK293T (RRID: CVCL_0063) cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) (C11995500BT, Gibco) supplemented with 10% FBS. Both RPMI 1640 and DMEM media were routinely supplemented with Penicillin-Streptomycin Solution (BL505A, Biosharp). To preserve cell viability and functionality, resuscitated cells were not cultured for more than 2 months in vitro.

### Patients and samples

A total of 251 primary ESCC tissues were collected from patients who underwent surgical resection at the Sun Yat-sen University Cancer Center in Guangzhou between May 2005 and December 2018. Informed consent was obtained from all patients before sample collection. These samples were utilized to assess the protein levels of K23-lactylated NUDT21, NUDT21, LDHA, and FDX1. All cases included in this study had clear pathological diagnoses and had not received any local or systemic treatment prior to tissue collection. The Institutional Review Board of Sun Yat-sen University Cancer Center approved this study (Number SL-B2024-760-01).

### Animal study

All animals were housed in individually ventilated cages at the Center of Experimental Animal of SYSUCC under controlled temperature and humidity conditions, with unrestricted access to food and water. The study was approved by the Sun Yat-sen University Animal Care and Use Committee (Number SL-B2024-760-01).

For the in vivo tumorigenesis model, 2 ×10^6^ KYSE30 cells resuspended in 100 μL serum-free RPMI 1640 medium were subcutaneously injected into the flanks of 4-week-old nude mice (6 mice per group) (Vital River Laboratories, RRID: IMSR_RJ: BALB-C-NUDE). When tumor volumes reached ~50 mm^3^, mice were randomly assigned to treatment groups. Intraperitoneal injections were administered with saline, elesclomol (25 mg/kg, three times a week) (HY-12040, MCE), stiripentol (150 mg/kg, daily for five consecutive days per week) (HY-103392, MCE), or elesclomol + stiripentol. For β-alanine treatment, drinking water was replaced with 1.2% β-alanine solution (A606168, Sangon Biotech), refreshed weekly. Additionally, mice were orally gavaged with 200 μL of 1.2% β-alanine solution thrice weekly. Tumor growth was monitored every three days, and tumor volume was calculated using the following formula: volume (mm^3^) = (width (mm))^2^ × length (mm)/2.

### APA analysis

The PDUI values for TCGA ESCC patients (*n* = 95) were obtained from The Cancer 3′ UTR Atlas (TC3A) database^56^. Samples were stratified into *LDHA*^*high*^ and *LDHA*^*low*^ groups based on the median expression level of *LDHA*. For each gene, the PDUI values were averaged within the two groups, and then the overall changes in mean PDUI between the groups were compared.

### Western blot (WB)

Cells were pre-treated with l-lactate (71718, Sigma-Aldrich), d-lactate (71716, Sigma-Aldrich), oxamate (HY-W013032A, MCE), β-alanine, or acetate (S5636, Sigma-Aldrich) for 24 h before harvest. For protein extraction, IP lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.5% NP-40, and 10% glycerol) supplemented with protease inhibitor cocktail (CW2200S, CWBIO) was used to lyse cells on ice for 30 min. The supernatant was collected after centrifugation, and the protein concentration was quantified using the bicinchoninic acid assay kit (GK10009, GLPBIO). Denatured proteins were separated by 7.5%–12.5% SDS-PAGE gels and then transferred to a polyvinylidene fluoride membrane (3010040001, Roche). The membranes were incubated with the respective antibody at 4 °C overnight after blocking, then visualized by ChemiDoc Touch (Bio-Rad, RRID:SCR_021693). The antibodies used in this study are listed in Supplementary Table S1. The polyclonal antibody recognizing NUDT21 K23 lactylation (NUDT21-K23la) was generated using a K23-lactylated NUDT21 peptide TQFGNK^lac^YIQQTKP.

### RT-qPCR

Total RNA was extracted from the indicated cells using TRIzol (15596018, Invitrogen) following the manufacturer’s protocol. Subsequently, 1 μg of RNA was used to obtain cDNA by reverse transcription using PrimeScript™ RT reagent Kit (RR036A, TAKARA). According to the manufacturer’s instructions, qPCR was performed using 2× Color SYBR Green qPCR Master Mix (ROX2 plus) (A0012-R2, EZBioscience). For the analysis of mRNA 3′ UTR usage, two primer sets were designed: one pair targeted the CDS regions to represent the total transcripts, while the other pair targeted sequences immediately upstream of the dPAS to quantify the long transcripts. The primer sequences are listed in Supplementary Table S2.

### siRNA/shRNA design and construction

siRNAs used in this study were synthesized by RiboBio (Guangzhou, China). The shRNAs in the psi-LVRU6P vector specifically against NUDT21 were synthesized by FulenGen (Guangzhou, China). The shRNAs in the pLKO vector specifically against *FDX1* were synthesized by Tsingke (Guangzhou, China). The sequences of siRNAs and shRNAs were listed in Supplementary Table S3.

### IP

Equal amounts of cell lysates were incubated with protein A/G magnetic beads (HY-K0202, MCE) at 4 °C for 1 h to pre-clear non-specific proteins. Then discarded the beads and added the pre-washed new protein A/G magnetic beads, either mixed with specific antibodies or pre-coated with anti-Flag (B26102, Bimake), anti-Myc (B26302, Bimake), or anti-HA (B26201, Bimake). The mixture was incubated overnight at 4 °C on a rotator. Washed the beads using pre-chilled IP lysis buffer for 10 min at 4 °C and repeated 4 times. Discarded the IP lysis buffer and denatured the samples in 1× SDS buffer for further WB analysis.

### Pull-down assay and CBB staining

For pull-down assays involving interactions between NUDT21 and AARS1 or NUDT21 and HDAC2, 20 μg of purified recombinant proteins, including NUDT21-Flag, AARS1-HA, HDAC-Myc, or control peptides, were incubated with 15 μL pre-washed anti-Flag, anti-HA, or anti-Myc pre-coated beads in IP lysis buffer at 4 °C for 4 h. We washed the beads five times with IP lysis buffer and incubated with 20 μg of another recombinant protein at 4 °C overnight. The beads were washed five times the next day and then denatured in 1× SDS for further SDS-PAGE analyses. After electrophoresis, the gels were washed in double-distilled water and stained using Coomassie blue (PT0018, Leagene) for a minimum of 4 h. Excess and non-specific staining were removed by elution buffer (10% acetic acid, 40% methanol, and 50% double-distilled water).

### PAS-seq analysis

For each sample, 5 μg of total RNA was treated with RQ1 DNase (M6101, Promega) to remove DNA, fragmented RNAs were used for PAS-seq library preparation. mRNAs were captured with mRNA Capture Beads kit (N401, Vazyme). Fragmented mRNAs were used for directional PAS-seq library preparation by KAPA Stranded mRNA-Seq Kit for Illumina® Platforms (KK8544, Roche). Fragmented mRNAs were converted into double-stranded cDNA. Following end repair and A tailing, the DNAs were ligated to Diluted Roche Adaptor (KK8726, Roche). After purification of the ligation product and size fractioning to 300–500 bp, the ligated products were amplified and purified, quantified, and stored at –80 °C before sequencing. The strand marked with dUTP (the 2nd cDNA strand) is not amplified, allowing strand-specific sequencing. For high-throughput sequencing, the libraries were subjected to 150 nt paired-end sequencing on the Illumina Novaseq Xplus system. Raw reads containing more than 3-N bases were discarded. Adaptors and low-quality bases were trimmed using FASTX-Toolkit (Version 0.0.13), and reads less than 16 nt were removed. Processed reads were then aligned to the GRCh38 using HISAT2.

For PAS-seq data analysis, CAGEr was employed to identify and statistically assess PAS. TPM values were calculated for each PAS, and those with TPM < 1 were excluded. PAS within 24 nt were clustered into PAS clusters (PACs). PACs containing a single PAS with TPM < 3 were removed. PACs detected across all samples with TPM > 5 and within 500 nt of each other were further clustered. A shifting score was calculated for each PAC to quantify differences in the cumulative distribution of poly(A) signal along the 3′ UTR between samples. A positive shifting score indicated a shift in transcription termination outside the PAS region of the lower-expressing sample, whereas negative values suggested no spatial separation. Statistical significance was determined using the Kolmogorov-Smirnov test. Genes exhibiting a shifting score > 0, FDR ≤ 0.01, and TPM > 5 were considered to exhibit significant APA alterations.

### LC-MS/MS analysis

LC-MS/MS analysis was performed using MAGicomicomicS-MMB8X by QLBIO (Beijing, China). All RAW files were analyzed using the Proteome Discoverer suite (version 2.4, Thermo Fisher Scientific). MS2 spectra were searched against the UniProtKB human proteome database (RRID: SCR_002380).

### Protein expression and purification

Human *NUDT21*, *AARS1*, *HDAC2*, or *CPSF6* genes were cloned into the pET-28a vector, and the recombinant plasmids were expressed in *Escherichia coli* BL21 (DE3) in Luria-Bertani medium containing 0.1 mg/mL ampicillin and 34 μg/mL chloromycetin. Protein expression was induced with 0.5 mM IPTG when the optical density at 600 nm reached 0.6–0.8. The cells were then cultured at 15 °C overnight. After incubation, cells were harvested and lysed using lysis buffer (10 mM imidazole, 50 mM NaH_2_PO_4_, 1 mM PMSF, 300 mM NaCl, pH 8.0). The lysates were centrifuged at 18,000 rpm for 1 h. Pre-equilibrate the Ni-NTA column with lysis buffer and load the cell supernatant into the column after being filtered by a 0.45-μm strainer. Washed the column with wash buffer (lysis buffer with 30 mM imidazole) and then eluted the purified proteins with elution buffer (lysis buffer supplemented with 300 mM imidazole). The purified proteins were further lyophilized by ALPHA1-2LD plus (Christ, Germany) and dissolved in PBS. The purity and size of the proteins were confirmed by SDS-PAGE analysis.

### In vitro latcylation assays

Purified recombinant NUDT21 (10 μg) was incubated with 10 μg of recombinant AARS1 in the presence or absence of l-lactate in a 25 μL reaction mixture containing 50 mM HEPES (pH 7.5), 25 mM KCl, 2 mM MgCl_2_, 2 mM lactate, and 4 mM ATP. The reaction was conducted at 37 °C for 1 h. The reactions were terminated by the addition of 5× SDS loading buffer. Lactylation of NUDT21 was detected by WB using an anti-Klac antibody.

### PLA

The interaction between NUDT21 and CPSF6 was assessed by DUOLINK® PLA (DUO92102, Sigma-Aldrich) according to the manufacturer’s instructions. In brief, cells were first blocked and then incubated with anti-Flag (F1804, Sigma-Aldrich) at a 1:200 dilution and anti-CPSF6 (15489-1-AP, Proteintech) at a 1:200 dilution at 4 °C overnight. Two PLA probes were used to bind the primary antibodies at 37 °C for 1 h. Subsequently, the Ligase and Polymerase were added, and incubation was carried out at 37 °C for 30 min and 100 min, respectively. Next, the cells were washed using Wash Buffer A and B. The cells were mounted with Duolink In Situ Mounting Medium with DAPI, followed by immunofluorescence analysis.

### RIP

The interaction between NUDT21 and *FDX1* RNA was evaluated using Magna RIP^TM^ Kit (17-700, Sigma-Aldrich) following the manufacturer’s instructions. Briefly, cells were lysed in RIP lysis buffer supplemented with protease and RNase inhibitors. After centrifugation, supernatants were incubated with magnetic beads pre-conjugated with anti-NUDT21 or control IgG antibodies at 4 °C overnight. Following incubation, the beads were washed thoroughly and treated with proteinase K-containing buffer to digest protein complexes. The supernatants were collected, and RNA was extracted using TRIzol. The purified RNA was subsequently analyzed by RT-qPCR.

### Copper content detection

Copper levels in xenograft tumors were quantified using the Copper Microplate Assay Kit (abs580140, Absin) following the manufacturer’s instructions. Absorbance was measured at 605 nm, and copper concentration was normalized to tumor weight.

### Dual-luciferase reporter assay

The long 3′ UTR and the short 3′ UTR of *FDX1* were subcloned into the pmirGLO vector. To obtain expression of only the long 3′ UTR of *FDX1*, the proximal poly(A) signal sequence was mutated from AUUAAA to CCCCCC. After transfection for 48 h, relative luciferase activity was detected with a Dual-Luciferase Reporter Assay System (E1910, Promega) according to the user’s manual. *Renilla* luciferase activity was detected and used to normalize Firefly luciferase activity.

### IHC

The paraffin tissue sections were first baked at 56 °C for 30 min and then subjected to dewaxing in dimethylbenzene and rehydration with graded ethanol. Antigen retrieval of the sections was performed using high-pressure and heat repair. After natural cooling, the sections were incubated with 3% hydrogen peroxide for 10 min to inactivate the endogenous peroxidase. Subsequently, the sections were blocked with 1% BSA at 37 °C for 1 h and incubated with an anti-NUDT21 (1:200), anti-LDHA (1:200), anti-FDX1 (1:200), or anti-NUDT21-K23la (1:100) at 4 °C overnight. A secondary antibody (PV6000, Zsbio) was used to bind the primary antibody at 37 °C for 1 h, and DAB (ZLI9017, Zsbio) was used to stain the target protein, followed by hematoxylin staining.

### Dot blot

Synthetic peptides corresponding to NUDT21 K23 (TQFGNKYIQQTKP) and K23la (TQFGNK^lac^YIQQTKP) were prepared at a concentration of 2 mg/mL. The peptides were spotted onto a nitrocellulose membrane at varying amounts (10, 50, and 100 ng). After air-drying, the membrane was blocked with 5% nonfat milk in TBST buffer before proceeding with immunoblot analysis.

### Statistical analysis

Statistical analyses were conducted using GraphPad Prism (Version 8; La Jolla, CA, USA, RRID: SCR_002798) or SPSS (Version 25.0; Armonk, NY, USA, RRID: SCR_016479). The Kaplan–Meier method was used to calculate the cumulative overall survival data, and the log-rank test was used for analysis. The correlations between *NUDT21*, *LDHA*, *AARS1*, *HDAC2*, and *FDX1* were evaluated by Pearson correlation analysis. For comparisons between the two groups, two-tailed Student’s *t*-test and Mann–Whitney U test were used. ANOVA was used for multiple comparisons among more than two groups. The Kaplan–Meier method was used to calculate the cumulative overall survival data, and the log-rank test was used for analysis. Data were shown as mean ± SD, and *P* < 0.05 was considered statistically significant.

## Supplementary information

Supplementary Figs. 1-10 and Tables S1-3.

## Data Availability

PAS-seq data have been deposited in the Gene Expression Omnibus under a accession number: GSE284372. LC-MS/MS raw data are available at the iProX with the identifier PXD041430.

## References

[1] Mitschka, S. & Mayr, C. Context-specific regulation and function of mRNA alternative polyadenylation. *Nat. Rev. Mol. Cell Biol.***23**, 779–796 (2022).35798852 10.1038/s41580-022-00507-5PMC9261900

[2] Mohanan, N. K., Shaji, F., Koshre, G. R. & Laishram, R. S. Alternative polyadenylation: An enigma of transcript length variation in health and disease. *Wiley Interdiscip. Rev. RNA***13**, e1692 (2022).34581021 10.1002/wrna.1692

[3] Subramanian, A. et al. Alternative polyadenylation is a determinant of oncogenic Ras function. *Sci. Adv.***7**, eabh0562 (2021).34919436 10.1126/sciadv.abh0562PMC8682989

[4] Zhang, N. et al. LINC00921 reduces lung cancer radiosensitivity by destabilizing NUDT21 and driving aberrant MED23 alternative polyadenylation. *Cell Rep.***42**, 113479 (2023).37999979 10.1016/j.celrep.2023.113479

[5] Tan, Y. et al. Alternative polyadenylation reprogramming of MORC2 induced by NUDT21 loss promotes KIRC carcinogenesis. *JCI Insight***8**, e162893 (2023).10.1172/jci.insight.162893PMC1056172437737260

[6] Park, H. J. et al. 3’ UTR shortening represses tumor-suppressor genes in trans by disrupting ceRNA crosstalk. *Nat. Genet.***50**, 783–789 (2018).29785014 10.1038/s41588-018-0118-8PMC6689271

[7] Chen, X. et al. CSTF2-induced shortening of the RAC1 3’UTR promotes the pathogenesis of urothelial carcinoma of the bladder. *Cancer Res.***78**, 5848–5862 (2018).30143523 10.1158/0008-5472.CAN-18-0822

[8] Yang, S. W. et al. A Cancer-specific ubiquitin ligase drives mRNA alternative polyadenylation by ubiquitinating the mRNA 3’ end processing complex. *Mol. Cell***77**, 1206–1221.e7 (2020).31980388 10.1016/j.molcel.2019.12.022

[9] Thivierge, C. et al. Alternative polyadenylation confers Pten mRNAs stability and resistance to microRNAs. *Nucleic Acids Res.***46**, 10340–10352 (2018).30053103 10.1093/nar/gky666PMC6212768

[10] Lin, P. et al. RBBP6 maintains glioblastoma stem cells through CPSF3-dependent alternative polyadenylation. *Cell Discov.***10**, 32 (2024).38503731 10.1038/s41421-024-00654-3PMC10951364

[11] Liberti, M. V. & Locasale, J. W. The Warburg effect: How does it benefit cancer cells?. *Trends Biochem. Sci.***41**, 211–218 (2016).26778478 10.1016/j.tibs.2015.12.001PMC4783224

[12] Li, X. et al. Lactate metabolism in human health and disease. *Signal Transduct. Target. Ther.***7**, 305 (2022).10.1038/s41392-022-01151-3PMC943454736050306

[13] Chen, Y. et al. Metabolic regulation of homologous recombination repair by MRE11 lactylation. *Cell***187**, 294–311.e21 (2024).38128537 10.1016/j.cell.2023.11.022PMC11725302

[14] Zhang, D. et al. Metabolic regulation of gene expression by histone lactylation. *Nature***574**, 575–580 (2019).31645732 10.1038/s41586-019-1678-1PMC6818755

[15] Chen, H. et al. NBS1 lactylation is required for efficient DNA repair and chemotherapy resistance. *Nature***631**, 663–669 (2024).38961290 10.1038/s41586-024-07620-9PMC11254748

[16] Li, H. et al. AARS1 and AARS2 sense l-lactate to regulate cGAS as global lysine lactyltransferases. *Nature***634**, 1229–1237 (2024).39322678 10.1038/s41586-024-07992-y

[17] Tong, H. et al. Dual impacts of serine/glycine-free diet in enhancing antitumor immunity and promoting evasion via PD-L1 lactylation. *Cell Metab.***36**, 2493–2510.e9 (2024).39577415 10.1016/j.cmet.2024.10.019

[18] Tang, D., Kroemer, G. & Kang, R. Targeting cuproplasia and cuproptosis in cancer. *Nat. Rev. Clin. Oncol.***21**, 370–388 (2024).38486054 10.1038/s41571-024-00876-0

[19] Tsvetkov, P. et al. Copper induces cell death by targeting lipoylated TCA cycle proteins. *Science***375**, 1254–1261 (2022).35298263 10.1126/science.abf0529PMC9273333

[20] Tsvetkov, P. et al. Mitochondrial metabolism promotes adaptation to proteotoxic stress. *Nat. Chem. Biol.***15**, 681–689 (2019).31133756 10.1038/s41589-019-0291-9PMC8183600

[21] Mir, M. M. et al. Studies on association between Copper excess, Zinc deficiency and TP53 mutations in esophageal squamous cell carcinoma from Kashmir valley, India-A high risk area. *Int. J. Health Sci.***1**, 35–42 (2007).PMC306864821475450

[22] Sun, L. et al. Lactylation of METTL16 promotes cuproptosis via m(6)A-modification on FDX1 mRNA in gastric cancer. *Nat. Commun.***14**, 6523 (2023).37863889 10.1038/s41467-023-42025-8PMC10589265

[23] Shanbhag, V. C. et al. Copper metabolism as a unique vulnerability in cancer. *Biochim. Biophy. Acta Mol. Cell Res.***1868**, 118893 (2021).10.1016/j.bbamcr.2020.118893PMC777965533091507

[24] Valvona, C. J., Fillmore, H. L., Nunn, P. B. & Pilkington, G. J. The regulation and function of lactate dehydrogenase A: Therapeutic potential in brain tumor. *Brain Pathol.***26**, 3–17 (2016).26269128 10.1111/bpa.12299PMC8029296

[25] Moreno-Yruela, C., Bæk, M., Monda, F. & Olsen, C. A. Chiral posttranslational modification to lysine ε-amino groups. *Acc. Chem. Res.***55**, 1456–1466 (2022).35500056 10.1021/acs.accounts.2c00115

[26] Zhang, D. et al. Lysine L-lactylation is the dominant lactylation isomer induced by glycolysis. *Nat. Chem. Biol.***21**, 91–99 (2024).39030363 10.1038/s41589-024-01680-8PMC11666458

[27] Zhu, C. et al. CPSF6-mediated XBP1 3’UTR shortening attenuates cisplatin-induced ER stress and elevates chemo-resistance in lung adenocarcinoma. *Drug Resist. Updat.***68**, 100933 (2023).36821972 10.1016/j.drup.2023.100933

[28] Cai, X. et al. Lactate activates the mitochondrial electron transport chain independently of its metabolism. *Mol. Cell***83**, 3904–3920.e7 (2023).37879334 10.1016/j.molcel.2023.09.034PMC10752619

[29] Duan, Y. et al. Integrated lactylome characterization reveals the molecular dynamics of protein regulation in gastrointestinal cancers. *Adv. Sci.***11**, e2400227 (2024).10.1002/advs.202400227PMC1142521539018247

[30] Yang, D. et al. Identification of lysine-lactylated substrates in gastric cancer cells. *iScience***25**, 104630 (2022).35800753 10.1016/j.isci.2022.104630PMC9253728

[31] Yang, Z. et al. Lactylome analysis suggests lactylation-dependent mechanisms of metabolic adaptation in hepatocellular carcinoma. *Nat. Metab.***5**, 61–79 (2023).36593272 10.1038/s42255-022-00710-w

[32] Moreno-Yruela, C. et al. Class I histone deacetylases (HDAC1-3) are histone lysine delactylases. *Sci. Adv.***8**, eabi6696 (2022).35044827 10.1126/sciadv.abi6696PMC8769552

[33] Zong, Z. et al. Alanyl-tRNA synthetase, AARS1, is a lactate sensor and lactyltransferase that lactylates p53 and contributes to tumorigenesis. *Cell***187**, 2375–2392.e33 (2024).38653238 10.1016/j.cell.2024.04.002

[34] Masamha, C. P. The emerging roles of CFIm25 (NUDT21/CPSF5) in human biology and disease. *Wiley Interdiscip. Rev. RNA***14**, e1757 (2023).35965101 10.1002/wrna.1757PMC9925614

[35] Brumbaugh, J. et al. Nudt21 controls cell fate by connecting alternative polyadenylation to chromatin signaling. *Cell***172**, 106–120.e21 (2018).29249356 10.1016/j.cell.2017.11.023PMC5766360

[36] Shimazu, T., Horinouchi, S. & Yoshida, M. Multiple histone deacetylases and the CREB-binding protein regulate pre-mRNA 3’-end processing. *J. Biol. Chem.***282**, 4470–4478 (2007).17172643 10.1074/jbc.M609745200

[37] Rho, H., Terry, A. R., Chronis, C. & Hay, N. Hexokinase 2-mediated gene expression via histone lactylation is required for hepatic stellate cell activation and liver fibrosis. *Cell Metab.***35**, 1406–1423.e8 (2023).37463576 10.1016/j.cmet.2023.06.013PMC11748916

[38] Dettwiler, S., Aringhieri, C., Cardinale, S., Keller, W. & Barabino, S. M. Distinct sequence motifs within the 68-kDa subunit of cleavage factor Im mediate RNA binding, protein-protein interactions, and subcellular localization. *J. Biol. Chem.***279**, 35788–35797 (2004).15169763 10.1074/jbc.M403927200

[39] Martin, G., Gruber, A. R., Keller, W. & Zavolan, M. Genome-wide analysis of pre-mRNA 3’ end processing reveals a decisive role of human cleavage factor I in the regulation of 3’ UTR length. *Cell Rep.***1**, 753–763 (2012).22813749 10.1016/j.celrep.2012.05.003

[40] Khan, F. et al. Lactate dehydrogenase A regulates tumor-macrophage symbiosis to promote glioblastoma progression. *Nat. Commun.***15**, 1987 (2024).38443336 10.1038/s41467-024-46193-zPMC10914854

[41] Vander Heiden, M. G., Cantley, L. C. & Thompson, C. B. Understanding the Warburg effect: the metabolic requirements of cell proliferation. *Science***324**, 1029–1033 (2009).19460998 10.1126/science.1160809PMC2849637

[42] Ju, J. et al. The alanyl-tRNA synthetase AARS1 moonlights as a lactyltransferase to promote YAP signaling in gastric cancer. *J. Clin. Invest.***134**, e174587 (2024).38512451 10.1172/JCI174587PMC11093599

[43] Gaffney, D. O. et al. Non-enzymatic lysine lactoylation of glycolytic enzymes. *Cell Chem. Biol.***27**, 206–213.e6 (2020).31767537 10.1016/j.chembiol.2019.11.005PMC7395678

[44] Jennings, E. Q. et al. Sirtuin 2 regulates protein lactoylLys modifications. *Chembiochem***22**, 2102–2106 (2021).33725370 10.1002/cbic.202000883PMC8205944

[45] Lv, M. et al. CDK7-YAP-LDHD axis promotes d-lactate elimination and ferroptosis defense to support cancer stem cell-like properties. *Signal Transduct. Target. Ther.***8**, 302 (2023).10.1038/s41392-023-01555-9PMC1042769537582812

[46] Yang, Q., Gilmartin, G. M. & Doublié, S. Structural basis of UGUA recognition by the Nudix protein CFI(m)25 and implications for a regulatory role in mRNA 3’ processing. *Proc. Natl. Acad. Sci. USA***107**, 10062–10067 (2010).10.1073/pnas.1000848107PMC289049320479262

[47] Zhu, Y. et al. Molecular mechanisms for CFIm-mediated regulation of mRNA alternative polyadenylation. *Mol. Cell***69**, 62–74.e4 (2018).29276085 10.1016/j.molcel.2017.11.031PMC5756121

[48] Xing, Y. et al. Downregulation of NUDT21 contributes to cervical cancer progression through alternative polyadenylation. *Oncogene***40**, 2051–2064 (2021).33619322 10.1038/s41388-021-01693-w

[49] Sun, M. et al. NUDT21 regulates 3’-UTR length and microRNA-mediated gene silencing in hepatocellular carcinoma. *Cancer Lett.***410**, 158–168 (2017).28964783 10.1016/j.canlet.2017.09.026

[50] Xiong, M. et al. NUDT21 inhibits bladder cancer progression through ANXA2 and LIMK2 by alternative polyadenylation. *Theranostics***9**, 7156–7167 (2019).31695759 10.7150/thno.36030PMC6831288

[51] Liu, K. et al. CFIm25-regulated lncRNA acv3UTR promotes gastric tumorigenesis via miR-590-5p/YAP1 axis. *Oncogene***39**, 3075–3088 (2020).32066878 10.1038/s41388-020-1213-8PMC7142022

[52] Zhou, Y. et al. Nudt21-mediated alternative polyadenylation of MZT1 3’UTR contributes to pancreatic cancer progression. *iScience***27**, 108822 (2024).38303721 10.1016/j.isci.2024.108822PMC10831950

[53] Liu, W. et al. Pan-cancer analysis of NUDT21 and its effect on the proliferation of human head and neck squamous cell carcinoma. *Aging***16**, 3363–3385 (2024).38349866 10.18632/aging.205539PMC10929839

[54] O’Day, S. J. et al. Final results of phase III SYMMETRY study: randomized, double-blind trial of elesclomol plus paclitaxel versus paclitaxel alone as treatment for chemotherapy-naive patients with advanced melanoma. *J. Clin. Oncol.***31**, 1211–1218 (2013).23401447 10.1200/JCO.2012.44.5585

[55] Lin, S. C. et al. Un-methylation of NUDT21 represses docosahexaenoic acid biosynthesis contributing to enzalutamide resistance in prostate cancer. *Drug Resist. Updat.***77**, 101144 (2024).39208673 10.1016/j.drup.2024.101144

[56] Feng, X., Li, L., Wagner, E. J. & Li, W. TC3A: the cancer 3’ UTR atlas. *Nucleic Acids Res.***46**, D1027–D1030 (2018).30053266 10.1093/nar/gkx892PMC5753254

How the deposited data were processed for this re-analysis (not part of the article)

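PAS-seq was done on 4 libraries of the ESCC lines KYSE30 and TE-1, 1 given 20 mM l-lactate for 24 h and 1 control in each line. The paper states that reads were trimmed, aligned to GRCh38 with HISAT2 and turned into PAS clusters (PACs) with CAGEr, that sites with low TPM were excluded, and that PACs lying near each other were joined further. Each deposited table gives, for 1 library, the position, strand, TPM (on a linear scale), dominant site, TPM of the dominant site and quantile positions of each PAC. These TPM are RPM values as deposited by the authors, the tags of each PAC divided by the total tags of its library after alignment and clustering, with no correction for length. Start positions count from 0 in the tables and from 1 here. In 16 to 19 PACs per library the TPM of the dominant site exceeded that of the PAC. All of these PACs had TPM below 3, under the minimum TPM of 5 used for shifts.

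Whole tags were worked out from the steps between TPM values. They gave 7174991 and 7425554 tags for the l-lactate and control libraries of KYSE30 cells, and 8468958 and 10393799 for those of TE-1 cells. The lowest TPM listed in a library was between 1.06 and 1.12, or 8 to 11 tags. Wilson intervals at 95% cover only counting error on shares of tags. On shares of PACs or genes they treat these as independent draws. With 1 library per condition in each line, no error between replicates can be given within a line. An error across the lines was not computed.

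PACs were placed on GENCODE 44 annotation by their dominant site, in the order 3′ UTR, coding exon, 5′ UTR, noncoding exon, intron and intergenic, and were given to a gene where they overlapped its 3′ UTR, then its exons, then its body. The poly(A) signal was sought in the 50 nt upstream of the dominant site and at random positions of the same 3′ UTRs. Shifts of the dominant site were counted past 24 nt in PACs with TPM above 5 in both libraries. Distal usage was the share of the TPM of a gene that fell in its most distal 3′ UTR PAC, for genes with at least 2 PACs in the 3′ UTR that each had TPM above 5 in at least 1 library of the line, and a gene was called lengthened or shortened from a change of 10 percentage points. Gene levels were log2 ratios of summed TPM with a pseudocount of 1. On simulated tags with the depths of these libraries, 199 of 200 genes changed by 20 percentage points were found in KYSE30 cells and 200 of 200 in TE-1 cells. There were 25 calls among 1491 unchanged genes in KYSE30 cells and 12 among 1508 in TE-1 cells. The simulated change was well above the 10 percentage points called, in genes of intermediate distal usage, so recovery of smaller changes is not known. Only counting error was simulated, so the false calls leave out variation between libraries.

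The alternatives set before the data were examined changed the minimum TPM, the size of a called change, the position used in a PAC, the way PACs were placed, the sequence window and motif, the pseudocount and the scaling, and added Fisher's exact test on tags. That test compares single libraries and does not measure variation between cultures. The alternative with only PACs listed in the libraries compared was added after the data were seen. The genes named are those the paper names for this experiment, factors it studies (NUDT21, CPSF6, AARS1, HDAC2 and LDHA), and, among genes with TPM above 20 in all 4 libraries, up to 5 with the largest rises and 5 with the largest falls in distal usage, called the same way in both lines and ranked by the smaller change. A further gene named outside this rule was chosen after its values were seen. The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. The shifting score of the paper was not analysed here, since it needs the tags at each site.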

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

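The tests of counting error and of a bias toward an end of the 3′ UTR for the shared changes, and of GC content for the difference between the lines, were chosen after the results were seen.

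The balance of distal usage changes differed between the lines. In KYSE30 cells, 57 genes were lengthened and 100 shortened with l-lactate among 1691 genes, a lengthened share of 36.3% (95% confidence interval 29.2% to 44.1%). In TE-1 cells, 106 were lengthened and 89 shortened among 1708 genes, a share of 54.4% (47.4% to 61.2%). The median change was -0.574 percentage points in KYSE30 cells and 0.287 in TE-1 cells. The result stands out because the single comparison of each line leans the opposite way, and the difference was not tested across replicates. The tables argue against the depth of the libraries as its cause: with all libraries thinned to 7174991 tags, the lengthened share in TE-1 cells was still 19.4 percentage points above that in KYSE30 cells, as a median over 20 draws. With the trend on the GC content of the 3′ ends removed in each line, the shares were 19.0 percentage points apart. A difference between the lines in their response, and a difference in how the single libraries were made, both stay open and were not tested.

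Distal usage changed by at least 10 percentage points in both lines in 33 genes. In 32 of them it changed the same way, 15 lengthened and 17 shortened. Not each of the 32 is resolved on its own: for PIAS1 and MGAT2, among others, the l-lactate and control intervals overlapped in both lines. Called changes would meet by chance in 12.4 genes if the lines were independent. SLC33A1 was the exception, shortened in KYSE30 cells and lengthened in TE-1 cells. Over the 1296 genes measured in both lines, the changes had a Spearman's rho of 0.487 (0.438 to 0.538 over 1000 resamples of the genes, which are not independent replicates). These PACs are compared with each other and not within a PAC, a signal the paper does not report on. Of the 10 genes named by the rule, BET1 ranked first among the rises by the smaller of its changes: its distal share went from 37.3% to 59.7% in KYSE30 cells and from 29.4% to 46.4% in TE-1 cells. The rises of NIPSNAP3A, ZC3H14, AZI2 and OXCT1 were between 11.4 and 17.5 percentage points. For NIPSNAP3A in KYSE30 cells, the proximal PAC was not listed with l-lactate and was taken as 0, and the gene was not called in both lines with only PACs listed in all 4 libraries. In KYSE30 cells the intervals of OXCT1 overlapped, 74.4% to 86.6% with l-lactate and 63.0% to 75.9% in the control. AHCTF1 ranked first among the falls, from 26.0% to 10.6% in KYSE30 cells and from 23.7% to 7.35% in TE-1 cells, followed by TMEM237, HS2ST1, ENAH and CNOT6.

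Several technical explanations of these shared changes were tested. Counting error would make the directions of the 2 lines independent, but 97.0% of the genes called in both changed the same way (84.7% to 99.5%). The share was lower under other settings, 68.6% (59.2% to 76.7%) with a minimum TPM of 1 and 85.9% from 5 percentage points. Part of the calls made under those may therefore be counting error. It was also lower with a minimum TPM of 10, at 84.6% (57.8% to 95.7%) of 13 genes. Counting error is smaller there, so it does not readily account for that fall, though the interval is wide. A general bias toward an end of the 3′ UTR would push the shared changes one way, but 46.9% were lengthened (30.9% to 63.6%). Change in distal usage fell with the GC difference between sites (rho of -0.181 in KYSE30 cells and -0.211 in TE-1 cells), and with this trend removed 27 of the 32 shared changes remained. Without PACs next to A-rich sequence, which 1 of the 32 genes had, 32 remained, and with only PACs listed in all 4 libraries 29 remained. UGUA within 100 nt upstream of the distal site was found in 46.7% of the lengthened and 58.8% of the shortened genes, a difference of -12.2 percentage points, and with so few genes this cannot be told apart from an equal share. A response to l-lactate shared by the lines is a candidate explanation. A batch shared by the 2 l-lactate libraries, or by the 2 controls, would give the same pattern and was not tested, since the conditions of neither line were replicated.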

How the results depend on the processing

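The settings that use only PACs listed in the libraries compared were chosen after the data were seen. No result changed direction under any alternative that was run. The downstream share of shifted PACs stayed between 52.9% and 62.5% in KYSE30 cells and between 53.7% and 67.2% in TE-1 cells. The lengthened share by distal usage stayed between 24.6% and 39.4% in KYSE30 cells and between 50.6% and 56.7% in TE-1 cells.

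Counts of shifted PACs moved with the definition of a shift. With shifts of any length, 289 PACs moved downstream and 257 upstream in KYSE30 cells, and 261 and 225 in TE-1 cells. With a minimum TPM of 10, fewer PACs were compared. Then 55 PACs moved downstream and 49 upstream in KYSE30 cells, a downstream share of 52.9%. In TE-1 cells 56 moved downstream and 35 upstream, a share of 61.5%. With the midpoint of the quantile positions, 137 moved downstream in KYSE30 cells and 135 in TE-1 cells, and with the upper quantile position the downstream share in TE-1 cells was 67.2%. The cause was not tested for the quantile positions. PACs shifted the same way in both lines numbered 15, and 6 shifted in opposite ways, a same-way share of 71.4%. With a minimum TPM of 1, 26 shifted the same way and 14 in opposite ways, a share of 65.0%. With a minimum TPM of 10, these were 11 and 2, a share of 84.6%.

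Counts of genes by distal usage followed the size of change asked for. From 5 percentage points, 195 genes were lengthened and 316 shortened in KYSE30 cells, and 337 and 276 in TE-1 cells. From 20 percentage points, 4 were lengthened and 12 shortened in KYSE30 cells, a lengthened share of 25.0%, and 13 and 12 in TE-1 cells. With a minimum TPM of 1, which admits more genes, they were 158 and 244 in KYSE30 cells and 206 and 201 in TE-1 cells. With a minimum TPM of 10 they were 16 and 49 in KYSE30 cells, a share of 24.6%, and 52 and 45 in TE-1 cells. With the TPM-weighted mean position past 24 nt, they were 462 and 712 in KYSE30 cells and 678 and 597 in TE-1 cells. Asking also for an adjusted p of at most 0.01 in Fisher's exact test on tags left 18 and 43 in KYSE30 cells and 59 and 45 in TE-1 cells. Genes with distal usage changed the same way in both lines numbered 72 with a minimum TPM of 1, where 33 changed in opposite ways, 11 with a minimum TPM of 10, where 2 did, and 177 from 5 percentage points, where 29 did. The share changed the same way was thus 68.6%, 84.6% and 85.9%. The rho between the lines was 0.361 with a minimum TPM of 1 and 0.587 with a minimum TPM of 10. The cause of these last changes was not tested.

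The 24 values of the 3′ UTR and AAUAAA shares under their alternatives all lay outside the Wilson interval of the main value, and each was higher. They were between 83.7% and 86.8% for the 3′ UTR share, and between 67.5% and 84.1% for the AAUAAA share. The log2 ratio of FDX1 stayed within its counting error under the pseudocounts, scaling and filter tried. Depth limits how precisely a shift is known: the dominant site of a shifted PAC had a median of 44 tags with l-lactate and 42 in the control in KYSE30 cells, and 59 and 70.5 in TE-1 cells.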

Differences from the paper's values

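For KYSE30 cells, 87 PACs shifted downstream by more than 24 nt, against the paper's 24 lengthening events, and 155 shifted in all, against the paper's 34. For TE-1 cells, 79 shifted downstream, against the paper's 32, and 134 in all, against the paper's 47. None of the alternatives set before the data were examined closed any of these gaps: the lowest counts were 55 downstream and 104 in all for KYSE30 cells, with a minimum TPM of 10, and 56 downstream and 91 in all for TE-1 cells. The paper's events passed a shifting score and a Kolmogorov-Smirnov test that were not computed here. Genes with a PAC shifted by more than 24 nt the same way in both lines numbered 17, against about 7 altered genes shared by the lines in Fig. 1c, read by eye, and 27 with a minimum TPM of 1 and 11 with a minimum TPM of 10, neither of which closed the gap.

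Fig. 1c also places TAB3, EPHB4 and PTMA among the genes shortened in both lines. Their dominant sites moved upstream by 12 nt in both lines for TAB3, by 14 nt in both for PTMA, and by 16 nt in KYSE30 cells and 358 nt in TE-1 cells for EPHB4. Past 24 nt, only EPHB4 in TE-1 cells was called. Counting shifts of any length calls all 3 genes in both lines.

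The paper reports more lengthening than shortening events with l-lactate and describes the lengthening of 3′ UTRs as global. Distal usage compares separate PACs of a gene, in the same last exon or not, whereas the paper scored shifts within a PAC. By distal usage, shortened genes outnumbered lengthened ones in KYSE30 cells, 100 against 57. In TE-1 cells lengthened genes outnumbered shortened ones, 106 against 89, but the interval of the lengthened share included an even split (47.4% to 61.2%). Within PACs, downstream shifts outnumbered upstream ones in both lines, 87 against 68 in KYSE30 cells and 79 against 55 in TE-1 cells.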

Other observations

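The test of shifts of 24 nt or less, the test of counting error on the downstream share and the test that leaves out PACs next to A-rich sequence were chosen after the results were seen. FDX1 had a TPM of 37.6 with l-lactate (33.3 to 42.4 from the Poisson interval on tags) and 29.5 in the control (25.7 to 33.7) in KYSE30 cells, a log2 ratio of 0.34. In TE-1 cells it had 39.8 (35.7 to 44.3) and 36.8 (33.2 to 40.6), a log2 ratio of 0.11. The paper reports lower FDX1 mRNA with l-lactate (Supplementary Fig. S2b), and its main text does not state which samples were measured for this. NUDT21 had log2 ratios of 0.05 and -0.05, AARS1 0.06 and 0.09, HDAC2 0.20 and 0.31, LDHA 0.29 and 0.04 and CPSF6 0.34 and 0.75, in KYSE30 and TE-1 cells. PTMA rose from 218 to 335 TPM in KYSE30 cells and from 228 to 467 TPM in TE-1 cells. Its dominant site with l-lactate lay 14 nt upstream of the dominant site in the control. The first held 22.1% of the tags with l-lactate in KYSE30 cells and 24.6% in TE-1 cells, and the second held 14.7% and 13.0% of the tags in the controls. The share of either site in the other library is not listed. Without replicates, the error of these ratios beyond counting is not known.

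More PACs shifted downstream than upstream in both lines, and 3 explanations were examined. Counting error at sites of near-equal use would give an even split. Over both lines, 166 PACs shifted downstream and 123 upstream, a downstream share of 57.4% (51.7% to 63.0%). Taken as independent shifts, these lie above an even split by a narrow margin. The share is the excess itself, and the 21 PACs that shifted in both lines count once in each. It therefore does not settle whether counting error is the whole cause. The interval included an even split with a minimum TPM of 10 (49.9% to 63.7%) and with 3′ UTR PACs only (49.8% to 61.6%), and lay above it under the other alternatives for shifts. A difference between single libraries in culture or preparation stays open and was not tested. Recruitment by UGUA would predict more UGUA at the downstream site of PACs shifted downstream. The share was 59.0% in those and 63.4% in PACs shifted upstream, a difference of -4.38 percentage points. The Wilson intervals of the 2 shares overlap, so this explanation is neither excluded nor favoured. The tables argue against priming on genomic A stretches as the cause of the excess. A-rich sequence followed the new site in 4.82% of PACs shifted downstream and 5.69% of those shifted upstream, and without PACs that had it at either dominant site, 155 shifted downstream and 115 upstream over the 2 lines, a downstream share of 57.4% (51.4% to 63.2%). In KYSE30 cells alone the share was 55.2% (47.0% to 63.0%), which includes an even split as it did with all PACs.

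Shifts of 1 to 24 nt went the same way in both lines in 44.3% of the 88 PACs that had one in both (34.4% to 54.7%), as counting error between neighbouring sites would give. This is consistent with most such short shifts being counting error, and says nothing about a single PAC.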
